# Development of a hepatic cryoinjury model to study liver regeneration

**DOI:** 10.1242/dev.203124

**Published:** 2024-07-31

**Authors:** Marcos Sande-Melon, David Bergemann, Miriam Fernández-Lajarín, Juan Manuel González-Rosa, Andrew G. Cox

**Keywords:** Zebrafish, Liver regeneration, Cryoinjury, Inflammation, Proliferation, Fibrosis, Necrosis, Apoptosis

## Abstract

The liver is a remarkable organ that can regenerate in response to injury. Depending on the extent of injury, the liver can undergo compensatory hyperplasia or fibrosis. Despite decades of research, the molecular mechanisms underlying these processes are poorly understood. Here, we developed a new model to study liver regeneration based on cryoinjury. To visualise liver regeneration at cellular resolution, we adapted the CUBIC tissue-clearing approach. Hepatic cryoinjury induced a localised necrotic and apoptotic lesion characterised by inflammation and infiltration of innate immune cells. After this initial phase, we observed fibrosis, which resolved as regeneration re-established homeostasis in 30 days. Importantly, this approach enables the comparison of healthy and injured parenchyma within an individual animal, providing unique advantages to previous models. In summary, the hepatic cryoinjury model provides a fast and reproducible method for studying the cellular and molecular pathways underpinning fibrosis and liver regeneration.

## INTRODUCTION

Regeneration is defined as the anatomical regrowth of an injured organ to restore homeostatic functions. Unlike most human organs, the liver exhibits an unparalleled capacity to regenerate. The process of liver regeneration is multifaceted, as it requires a complex tissue comprising multiple cell types to sense the extent of the injury and mount an appropriate compensatory regrowth response (Michalopoulos and Bhushan, 2021). Because of this complexity, the molecular underpinnings of liver regeneration are poorly understood.

Chronic liver diseases, such as viral infection, alcohol and non-alcoholic steatohepatitis, often exhibit features of a maladaptive response to injury known as fibrosis (Pellicoro et al., 2014). The phenomenon of fibrosis is a common wound-healing response in nature in which resident fibroblasts deposit extracellular matrix. In most cases, fibrosis inhibits the regenerative response of organs. However, zebrafish can resolve fibrotic scars to enable organ regeneration (e.g. cardiac regeneration following myocardial infarction; González-Rosa et al., 2011; Schnabel et al., 2011; Chablais et al., 2011).

Several methods have been used to study liver regeneration in animal models. Among these methods, partial hepatectomy (PHx) is a surgical approach in which a liver lobe is resected, leaving the remnant liver lobes to regenerate (Mitchell and Willenbring, 2008; Kan et al., 2009; Sadler et al., 2007). In the PHx model of regeneration, inflammation or fibrosis has a limited role due to the absence of necrotic regions of tissue. The other dominant methods to study liver regeneration involve exposure to hepatotoxins that induce liver injury and, in some cases, fibrosis [e.g. CCl_4_ (Constandinou et al., 2005; Rubin et al., 1963; Iredale et al., 1996), DMN (Ala-Kokko et al., 1987; Kitamura et al., 2002; Yoshida et al., 2004), TAA (Müller et al., 1988; Salguero Palacios et al., 2008; Ding and Zhuo, 2013), DDC (Fickert et al., 2007), APAP (Mossanen and Tacke, 2015; Bhushan et al., 2014; Bhushan and Apte, 2019; North et al., 2010) and ethanol (Passeri et al., 2009; Popper and Leiber, 1980; Tsukamoto et al., 1986; Cordero-Espinoza and Huch, 2018)]. However, hepatotoxin-based approaches take months to develop liver injury and are therefore less amenable to rapid biological discovery. More recently, genetically encoded ablation models have been developed that enable specific liver cell types to be depleted [e.g. DTA (Sun et al., 2020) and NTR (Curado et al., 2008)]. Each model has unique advantages and disadvantages; however, collectively, they have led to remarkable advancements in our understanding of liver disease and regeneration.

Motivated to have a model of liver injury that is spatially localised yet retains hallmarks of inflammation and fibrosis, we sought to adopt the cryoinjury approach successfully deployed in the cardiac field (González-Rosa et al., 2011; Schnabel et al., 2011; Chablais et al., 2011). To this end, we describe here the development of a hepatic cryoinjury model of liver regeneration. We show that the hepatic cryoinjury model has no impact on survival, and reproducibly leads to the liver regenerating within 30 days. Importantly, we observe that cryoinjury triggers an inflammatory phase associated with the clearance of necrotic and fibrotic tissue, followed by subsequent proliferation of hepatocytes at the injury site. A significant advantage of this model is that it enables the comparative analysis of healthy and injured parenchyma in a single animal. We anticipate that this hepatic cryoinjury model will facilitate the discovery of the cellular and molecular underpinnings of fibrosis and regeneration.

## RESULTS

### Hepatic cryoinjury in adult zebrafish induces localised cell death

We developed a novel method to study liver regeneration upon a localised cryoinjury of one of the liver lobes. Out of the three lobes present in the zebrafish liver, we chose the ventral lobe due to its surgical accessibility. In preparation for the surgery, zebrafish were immersed in anaesthetic and placed ventrally facing up in a foam holder (Fig. 1A). To create a reproducible and stereotypical injury, we performed all injuries at the level of the pectoral fins and toward the midline. First, a small incision was performed to expose the liver (Fig. 1B). Once the liver was visible, the excess water was gently removed using a rolled tissue. Then, the cryoinjury probe, which was cooled in liquid nitrogen for 1 min, was placed on the liver surface for 15 s until thawing (Fig. 1C). Fish were quickly transferred into a freshwater tank and reanimated by pipetting water into their gills for 30 s (Fig. 1D).

**Fig. 1.**
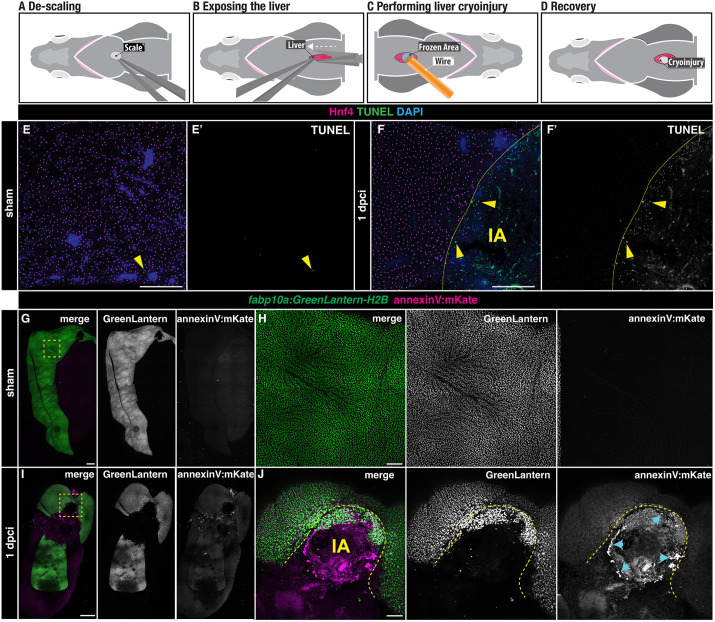
**Liver cell death following cryoinjury.** (A-D) Simplified schematics illustrating the cryoinjury procedure in the zebrafish liver. (A) The zebrafish liver is placed ventral side up to facilitate the surgery. (B) A small incision near the midline exposes the ventral liver lobe. (C) The frozen cryoprobe is applied to the liver surface for 15 s to induce injury. (D) The damaged area in the liver appears as a blister-like structure at 1 dpci. (E,F) TUNEL-staining of sham-operated (E,E′) and injured (F,F′) liver sections at 1 dpci. IA, injured area. Yellow arrowheads indicate TUNEL^+^ cells; yellow dashed lines indicate the border zone. (G-J) *Tg(fabp10a: GreenLantern-H2B; annexinV:mKate) in toto* acquisitions of sham-operated (G,H) and 1 dpci (I,J) livers. (I,J) The IA (yellow dashed line) is identifiable by the absence of GreenLantern-H2B^+^ hepatocytes. Blue arrowheads indicate AnnexinV-mKate^+^ cells. Scale bars: 500 µm.

To assess the extent of cauterisation after cryoinjury, we employed TUNEL staining in liver sections of adult zebrafish with hepatocytes labelled for Hnf4, comparing sham and 1 day post-cryoinjury (dpci, Fig. 1E,F) livers. Sham-operated animals showed no TUNEL^+^ staining (Fig. 1E,E′). In contrast, cryoinjury caused an injured area (IA) comprised TUNEL^+^ cells surrounded by viable Hnf4^+^ hepatocytes (Fig. 1F,F′). To determine the extent to which this injury model induces apoptosis, we performed cryoinjury in *Tg*(*fabp10a:GreenLantern-H2B; actb2:annexinV*-*mKate*) adult zebrafish in which apoptotic cells will be labelled with the mKate^+^ signal (Fig. 1G-J). Although we did not detect apoptosis in sham-operated animals (Fig. 1G,H), AnnexinV-mKate^+^ apoptotic cells were observed around the injured area at 1 dpci, which can be easily detected by the localised loss of GreenLantern^+^ hepatocytes (Fig. 1I,J). Interestingly, the AnnexinV-mKate^+^ cells were distributed in an annular field around the injured area but not in the central region (Fig. 1J). Together, these results suggest that hepatic cryoinjury induces a localised cell death response that is characterized by a central necrotic core surrounded by a region of apoptotic cells at the injured border area.

### Liver regenerates upon cryoinjury in adult zebrafish

To understand the temporal dynamics of liver regeneration upon cryoinjury, we examined the extent of recovery at different times post-cryoinjury using *Tg(fabp10a:NLS-mCherry)* zebrafish livers (Fig. 2A). Dissected livers were cleared, rendering them transparent, and subsequently scanned using *in toto* confocal imaging of the gastrointestinal block (Fig. 2B-G, Figs S1A-I and S2A-I).

**Fig. 2.**
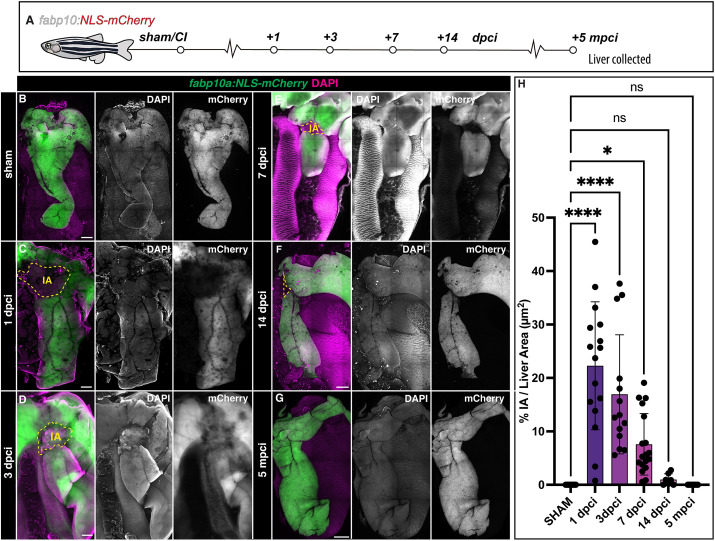
**Progression of liver regeneration after cryoinjury.** (A) A simplified schematic illustrating the collection of livers timeline after cryoinjury. (B-G) Whole-mount images of cleared zebrafish livers at the indicated stages of regeneration. Yellow dashed lines indicate the border zone. (H) Quantification of the IA area compared with the visible liver parenchyma area (*n*=16, 16, 14, 18, 7 and 12, left to right). Data are mean±s.d. *P*-values were calculated using one-way ANOVA followed by Tukey's multiple comparisons test (*P<0.05, ****P<0.0001). Scale bars: 500 µm.

Hepatic cryoinjury induced severe damage in the ventral lobe at 1 dpci, which was evident in histological sections and by the loss of the hepatocyte reporter fluorescence (Fig. 2B,C, Figs S2B,C and S3C-E). Despite the extent of the injury, ∼93% of the animals survived this surgical procedure (Fig. S2O; *n*=444). We observed a gradual recovery of mCherry^+^ hepatocyte expression from 3 dpci onwards, reducing the size of the injured area by confocal microscopy and histology (Fig. 2D, Figs S2D and S3F).

At 7 dpci, when other liver injury models have fully regenerated (Kan et al., 2009; Sadler et al., 2007; Bhushan et al., 2014; Benmoshe et al., 2022), the lesion is still clearly visible in cryoinjured livers (Fig. 2E, Figs S2E and S3H). The injured area is almost fully repaired at 14 dpci, as regeneration progressed (Fig. 2F and Fig. S2F). Prolonged follow-up at 21 dpci (Fig. S2G), 3 months post-cryoinjury (mpci; Fig. S2H), 5 mpci (Fig. 2G), 8 mpci (Fig. S3I), and 1 year post-cryoinjury (ypci; Fig. S2I) showed a fully regenerated liver parenchyma. Quantification of the injured area as a percentage of the total liver area at the different time points collected through this study indicates that the liver regenerates progressively over 2 weeks (Fig. 2H).

To determine whether sex or age are biological variables that modify the response of the liver to cryoinjury, we next compared the injury area in male and female zebrafish cryoinjured at either 4 or 9 months of age (Fig. S2J). Although we found that injuries in females tended to be smaller than those of males at 7 dpci, we did not find significant differences among groups (Fig. S2J-M,P).

Next, to ascertain whether pre-existing hepatocytes give rise to the regenerated hepatic parenchyma, we generated a hepatocyte-specific doxycycline-inducible Cre line for lineage tracing hepatocytes [Tg(*fabp10a:Tet-ON-Cre*)]. We treated Tg(*fabp10a:Tet-ON-Cre*; *ubb*:Switch) animals with doxycycline, which induced genetic labelling of virtually all hepatocytes before injury (Fig. S2Q,R). At 7 dpci, we observed recombined hepatocytes surrounding the injury area, suggesting that pre-existent hepatocytes contribute in part to the regeneration of the liver upon cryoinjury (Fig. S2S,T). Collectively, these results establish the hepatic cryoinjury model as a reproducible approach for inducing a spatially localised injury that is repaired over several weeks.

### Hepatic cryoinjury induces a transient fibrotic response

Fibrosis is an evolutionarily conserved mechanism of liver repair that is beneficial when transient but can be maladaptive in chronic liver disease (Pellicoro et al., 2014). Given the extent of cell death observed after cryoinjury, we wanted to determine whether this injury model involved a fibrotic response. To this end, we used the Fuchsin Orange G (AFOG) staining (Chablais et al., 2011; Mikami et al., 1975) to determine changes in ECM in response to cryoinjury. In the sham zebrafish liver, we mostly detected collagen surrounding the basement membrane of major blood vessels (Fig. 3A). At 1 dpci, the insulted liver tissue started to develop collagen and fibrin deposition at the IA (Fig. 3B), which gradually increased (Fig. 3C-E), reaching a fibrotic peak at 5 dpci (Fig. 3D,H and Fig. S3A,B). Immunofluorescence staining with a collagen type I-specific antibody revealed the presence of interstitial collagen depositions in the IA at 5 dpci (Fig. 3H-H‴), which is absent in sham-operated animals (Fig. 3G-G‴). During the next 2 weeks, fibrosis was gradually cleared and was almost undetectable at 30 dpci (Fig. 3F), when the structure of the liver parenchyma was fully restored. Quantification of the collagen staining confirmed a significant increase in collagen deposition at 5 and 7 dpci compared with sham-operated, 1 and 30 dpci livers (Fig. 3I). These results suggest that hepatic cryoinjury in the zebrafish leads to the formation of a transient fibrotic deposition, which is resolved within 30 days.

**Fig. 3.**
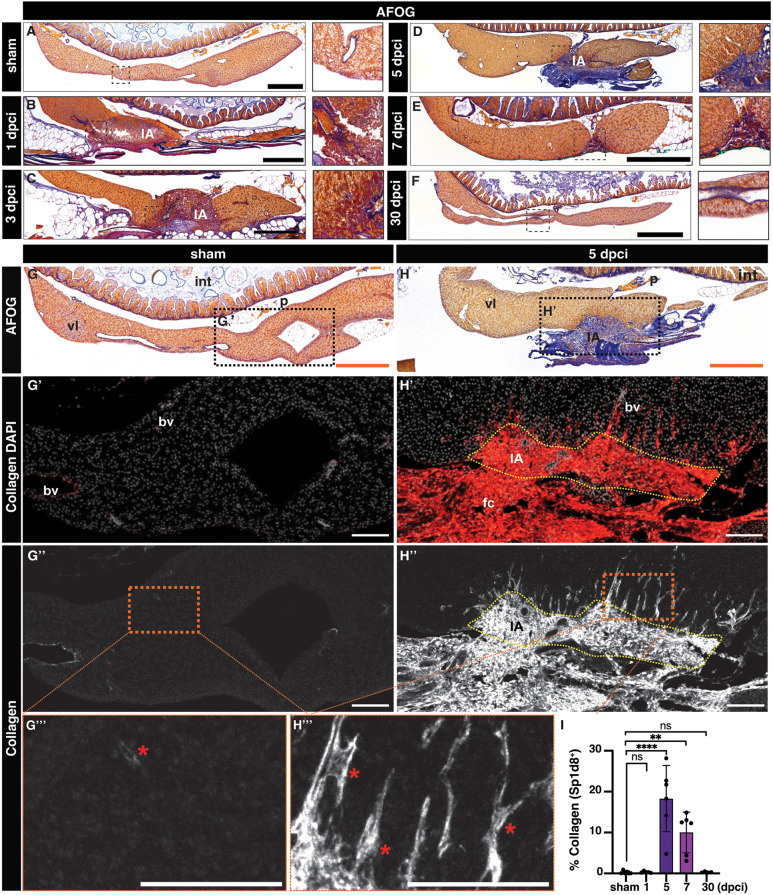
**Transient fibrotic deposition during liver regeneration after cryoinjury.** (A-H) AFOG staining in sections of representative sham-operated (A,G) or injured livers (B-F,H) at the indicated stages. Blue indicates collagen; red indicates cell debris and fibrin. Anterior is towards the left; dorsal is towards the top. Outlined areas are shown at higher magnification. (G′,H′) Adjacent sections from the samples showed in G and H, immunostained using an anti-Col1a1 antibody and counterstained with DAPI. Asterisks indicate Col1a1 deposition in the liver parenchyma. (G″-H‴). Pseudo-colored Col1a1 signal (white) from G’ and H’. Magnifications of the outlined areas are shown in G‴ and H‴. Red asterisks indicate Col1a1 accumulation. (I) Quantification of the collagen area of livers from the indicated cohorts, normalized to the liver parenchyma area (*n*=6, 5, 6, 6 and 4, left to right). Data are mean±s.d. *P*-values were calculated using one-way ANOVA followed by Tukey's multiple comparisons test (**P<0.01, ****P<0.0001). bv, blood vessel; fc, fibrotic cap; IA, injured area; int, intestine; p, pancreas; vl, ventral lobe. Scale bars: 100 µm (white); 500 µm (orange and black).

### Hepatic cryoinjury triggers a transient inflammatory response

The initial phase of liver regeneration is often associated with inflammation, as leukocytes infiltrate the injured liver tissue (Pellicoro et al., 2014; Wang et al., 2021). Leukocytes are responsible for the phagocytosis of apoptotic and necrotic cells, and the secretion of cytokines that promote hepatocyte survival and proliferation during liver tissue repair. To assess whether hepatic cryoinjury caused inflammation, we stained liver sham-operated and injured sections of *Tg*(*fabp10a*:NLS-mKate) zebrafish, carrying hepatocyte-specific mKate^+^ nuclear transgene expression in combination with the pan-leukocyte marker L-plastin (Lcp1) antibody (Fig. 4A). In homeostatic livers, we observed a few Lcp1^+^ leukocytes in the liver tissue (Fig. 4B). However, we detected a rapid infiltration of inflammatory cells after injury at 1 and 3 dpci, both in the healthy parenchyma and the cryoinjured area (Fig. 4C,D). Immune infiltration was maintained for 7 days post-injury in the healthy liver parenchyma and the insulted area (Fig. 4E,F). The presence of leukocytes gradually decreased at 18 dpci (Fig. 4G), and reached basal levels at 30 dpci (Fig. 4H), when the damaged area was no longer detected. Analysis and quantification of sham-operated and injured liver sections at different timepoints with Lcp1 staining showed a significant increase in the number of infiltrated leukocytes at 1, 3, 5 and 7 dpci (Fig. 4I).

**Fig. 4.**
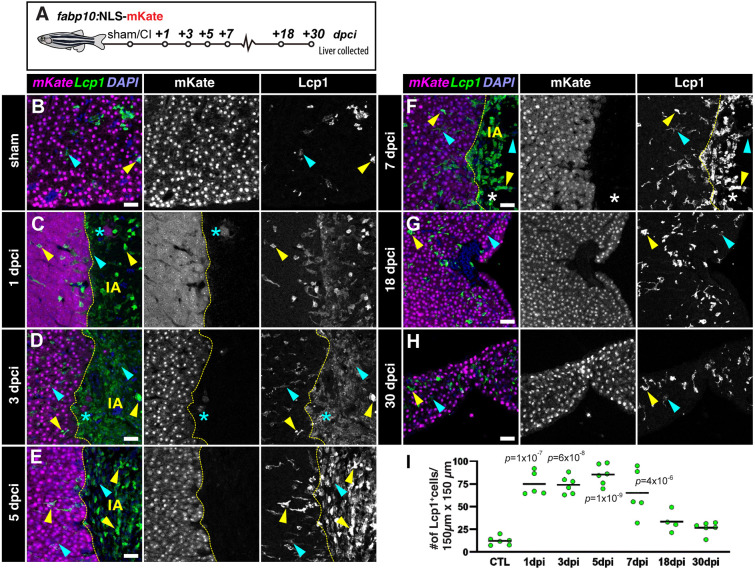
**Cryoinjury induces the local and transient infiltration of leukocytes.** (A) Schematic representation of the experiment workflow. (B-H) Sections of livers from *Tg(fabp10a:NLS-mKate)* animals at the indicated stages, immunostained to detect hepatocyte nuclei (mKate) and leukocytes (Lcp1). Cyan arrowheads indicate low signal Lcp1^+^cells; dashed yellow line indicates the border zone; IA, injured area; yellow arrowheads indicate high signal Lcp1^+^ cells; asterisks indicate spared hepatocytes surrounded by injured/necrotic tissue area. (I) Quantification of the number of Lcp1^+^ cells in designated regions (*n*=6, 5, 6, 6, 5, 4 and 6, left to right). Solid black line indicates the mean. *P*-values wee calculated using one-way ANOVA followed by Tukey's multiple comparisons test. Scale bars: 25 µm.

Using Lcp1, we gained some insights into the dynamics of the inflammatory response, but we lacked granular information about the specific populations and their potential role during regeneration. To characterize this process further, we stained sections from sham-operated and injured livers with antibodies that recognize Mpx, which is a neutrophil-specific marker (Fig. S4A). Although we did not find neutrophils in homeostatic livers (Fig. S4B,B′), we detected infiltrated neutrophils at 1, 3 and 5 dpci specifically in the cryoinjured area but not in the contralateral lobe (Fig. S4C-E′). This response was transient, as analysis of livers at 7 dpci revealed a reduction to basal levels by that stage (Fig. S4F,F′).

Macrophages are essential for regeneration of the zebrafish heart, fin and brain (Simões and Riley, 2022; Kyritsis et al., 2012; Laplace-Builhé et al., 2021). To study whether macrophages are necessary for liver regeneration upon cryoinjury, we performed intraperitoneal (IP) injections of either PBS or clodronate liposomes to deplete macrophages during the regenerative process. Adult livers were collected to assess the injured area and were immunostained to detect Mfap4^+^ macrophages at 3 and 7 dpci (Fig. S5A). We did not find significant differences in the regenerative response in livers treated with clodronate liposomes (Fig. S5B,C and S5J), albeit there was a noticeable reduction in Mfap4^+^ cells in the treated group (Fig. S5F-I). Collectively, these experiments confirm that hepatic cryoinjury is associated with the local and transient infiltration of leukocytes into the injured area.

### Cryoinjury induces both localised and distal compensatory hyperplasia

Two regenerative mechanisms could be at play in the cryoinjury model, namely compensatory hyperplasia, in which hepatocyte proliferation occurs throughout the parenchyma until liver mass reaches homeostasis, or epimorphic regeneration, in which hepatocytes proliferate in a spatially localised region around the injury. To understand the regenerative response upon hepatic cryoinjury, we examined hepatocyte proliferation. To identify proliferative hepatocytes, we stained sections of *Tg(fabp10a:NLS-mKate)* with the proliferating cell nuclear antigen (PCNA; Fig. 5A) antibody. Additionally, we performed BrdU pulse-labelling studies, injecting BrdU in sham and injured zebrafish at 2 dpci (Fig. S6A). Quantification of hepatocyte proliferation (mKate^+^/PCNA^+^) confirmed that there were few mKate^+^/PCNA^+^ cells (Fig. 5B,I) and mCherry^+^/BrdU^+^ hepatocytes (Fig. S6B,D,E) in sham-operated animals, consistent with the slow turnover of hepatocytes in adulthood during homeostasis (Heinke et al., 2022; VanSaun et al., 2013; Arrojo e Drigo et al., 2019). In contrast, proliferating hepatocytes were significantly more abundant around the injured area during the first week of recovery after cryoinjury (Fig. 5C-F and Fig. S6C-K).

**Fig. 5.**
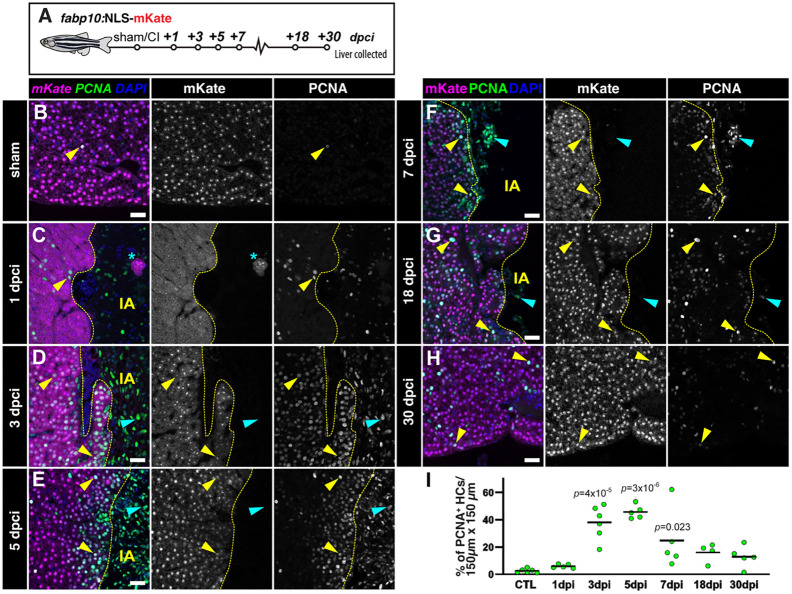
**Local hepatocyte hyperplasia upon cryoinjury.** (A) Schematic representation of the experiment workflow. (B-H) Liver sections from *Tg(fabp10a:NLS-mKate)* animals at the indicated stages, immunostained to detect proliferation (PCNA) and hepatocyte nuclei (mKate). Yellow arrowheads indicate proliferating hepatocytes. Cyan arrowheads indicate other cell types actively cycling. Dashed yellow line indicates the separation between healthy and injured liver parenchyma; IA, injured area; asterisks indicate spared hepatocytes surrounded by injured/necrotic tissue area. (I) Hepatocyte proliferation index in the border zone at the indicated stages (*n*=6, 5, 6, 5, 5, 4 and 5, left to right). Solid black line indicates the mean. *P*-values were calculated using one-way ANOVA followed by Tukey's multiple comparisons test. Scale bars: 25 µm.

Hepatocyte proliferation peaked between 3 and 7 dpci, which correlates with the timing of reduction in the IA (Fig. 5I). Analysis of proliferating hepatocytes shows a localised hyperplasia, with a significantly higher density of cycling cells in areas surrounding the injured area compared with the contralateral lobes (Fig. S6D-F,I-K). This recovery of hepatocytes around the cryoinjured area is consistent with an epimorphic regeneration. Notably, we detected proliferating hepatocytes in the contralateral lobe (Fig. S6C-K), indicative of an adaptive compensatory hyperplasia. Hepatocyte proliferation decreased during later stages of regeneration to a baseline at 30 dpci (Fig. 5G,H). Therefore, our data suggest that hepatic cryoinjury stimulates features of both epimorphic and compensatory hyperplasia during liver regeneration.

### The biliary and endothelial network is re-established during regeneration

Adaptive liver regeneration that recovers hepatic function requires appropriate restoration of the biliary and vascular network, which comprise biliary epithelial cells (BECs) and endothelial cells (ECs), respectively. To examine whether BECs regenerate after hepatic cryoinjury, we collected *Tg(fabp10a:GreenLantern-H2B*) livers at 1, 3, 7 and 21 dpci (Fig. 6A-F and Fig. S7A-C), performed CUBIC clearing and immunodetected the BEC marker Annexin A4 (Anxa4). Anxa4^+^ BECs were detectable throughout the liver parenchyma in sham livers (Fig. 6A-A″).

**Fig. 6.**
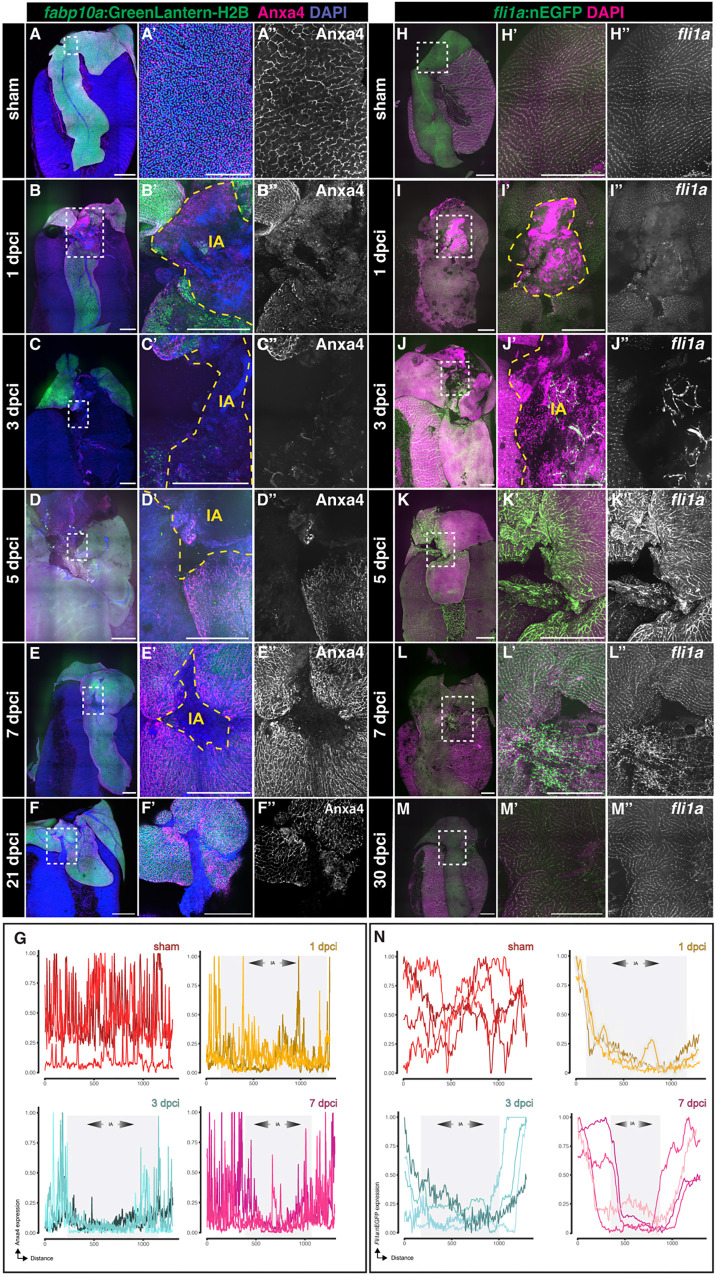
**Biliary epithelial cells (BECs) and endothelial cells (ECs) recover upon cryoinjury.** (A-F″) Whole-mount imaging of *GreenLantern*^+^ hepatocytes and Anxa4^+^ biliary epithelial cells from sham-operated (A-A″) or injured (B-F″) livers at the indicated stages. The outlined areas are shown at higher magnification. (G) Mean intensity profile of Anxa4 within the IA at the designated stages is represented by individual lines for each sample, with the IA delineated in grey (*n*=4 throughout). (H-M″) Whole-mount acquisitions of GFP^+^ ECs from sham-operated (H-H″) or injured (I-M″) livers at the indicated stages. The outlined areas are shown at higher magnification. (N) Mean intensity profile of *fli1a*:nGFP within the IA at the designated stages is represented by individual lines for each sample, with the IA delineated in grey (*n*=4 throughout). Dashed yellow line indicates the border zone of the injured area; IA, injured area. Scale bars: 500 µm.

However, the distribution of Anxa4^+^ BECs was disrupted in the IA at 1 and 3 dpci, indicating that bile duct structures were affected during this procedure (Fig. 6B-C,G, and Fig. S7C). A progressive recovery of the biliary network was observed at 7 and 21 dpci, as the insult area gradually reduced in size (Fig. 6E,F and Fig. S7C). Importantly, no differences were observed in the architecture of the biliary network in regenerated livers at 21 dpci compared with sham-operated animals (Fig. 6A″,F″), consistent with the regenerative response in hepatocytes. We documented a dynamic and significant increase in the proliferation of BECs after injury, peaking at 3 dpci (Fig. S6L-O). We also detected a modest but significant increase in BEC proliferation in the contralateral lobe at 3 dpci (Fig. S6P), suggesting that the regeneration of the biliary tree is predominantly driven by localized hyperplasia and not by compensatory growth.

To determine the dynamics of regeneration of the ECs after injury, we collected *Tg(fli1a:NLS-eGFP)* livers at 1, 3, 7 and 30 dpci (Fig. 6F-J and Fig. S6F-G). eGFP^+^ ECs were observed equally through the sham liver parenchyma (Fig. 6F-F″ and Fig. S6F,G). However, the distribution of ECs was affected in the IA at 1 dpci (Fig. 6G-G″ and Fig. S6F,G). Vascular recovery starts to be observed at 3 dpci, with branching morphogenesis of eGFP^+^ ECs appearing within the IA (Fig. 6H-H″ and Fig. S6F,G) at early stages, consistent with previous reports (Heinke et al., 2022). Interestingly, eGFP^+^ ECs are detected throughout the entire IA at 7 dpci, revealing that vasculature regeneration precedes hepatocyte and BEC regeneration (Fig. 6I-I″ and Fig. S6F,G). However, the endothelium appeared significantly disorganized in the IA compared with sham-operated animals (Fig. 6I″,F″), and this abnormal distribution persisted at 30 dpci (Fig. 6J-J″), even when the liver parenchyma was fully recovered. These findings demonstrate that hepatic cryoinjury disrupts the biliary and vasculature network, which is subsequently re-established during liver regeneration.

### Characterization of the transcriptional landscape after cryoinjury

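The bulk RNA-seq was analysed from the number of reads counted on each gene in 17 samples of pooled adult livers, 5 sham-operated and 4 each at 1, 3 and 7 dpci. The labels give the condition and a replicate number and do not name the lobe, and no comparison with the contralateral lobe was made here. The methods describe pools of 3 livers and 3 replicates, whereas the legend of Fig. S8B gives 4 technical replicates and 16 livers per time point, so whether the samples of a time point are independent pools is not stated. The authors sequenced paired-end 75 bp reads to a stated depth of 15 M reads per sample, mapped them with Hisat2 and counted them with featureCounts. Their table holds 8513 entries, and the paper's text does not name the filter that gave this number. The counts summed over these entries, which all values here use as depth, ranged from 4804488 to 6800961 per sham sample (median 5883534). They ranged from 4743533 to 5466939 at 1 dpci (median 5152146.5), from 5806843 to 6490212 at 3 dpci (median 6200871) and from 5962480 to 6745858 at 7 dpci (median 6272667). A total of 3 counts, taken as the smallest detectable amount, corresponds on average to 0.516 CPM in sham, 0.587 CPM at 1 dpci, 0.487 CPM at 3 dpci and 0.476 CPM at 7 dpci. These floors cover counting error only.
The authors' CPM divides each count by its column total. Here the counts were tested with edgeR's quasi-likelihood test on TMM-normalized libraries, all 17 samples entering one fit, over the 8412 entries that passed edgeR's expression filter. A gene was called at a log2 fold change of at least 1.5 in either direction and an unadjusted P of at most 0.05. These are the numbers of the methods, which do not say whether P was adjusted, and the legend of Fig. 7 gives 1.5 as a fold change. Directions are given with the TMM factors unless column totals are named. The 5 entries of the mitochondrial genome took 39.1% to 44.1% of the counts in sham samples and 23.4% to 34.99% at 1 dpci. The TMM factors had a geometric mean of 0.763 in sham, 1.41 at 1 dpci, 1.035 at 3 dpci and 0.958 at 7 dpci. With column totals alone, a scaling added after seeing the data, the median log2 fold change of all genes was 0.84 at 1 dpci, 0.42 at 3 dpci and 0.36 at 7 dpci, against −0.02, −0.01 and 0.04 with the TMM factors.
The headings of the table carry library numbers. Sham replicates 1 to 4 are libraries 61 to 64, sham replicate 5 is library 1, and the injured samples lie between 9 and 33. Libraries 30 and 31 at 7 dpci lack the letter R that the other headings carry, and the number 31 also occurs at 3 dpci. Whether these 7 dpci libraries belong to the same series as the others is not stated. No sham sample but replicate 5 falls within the range below 61, so the library series and the injury cannot be told apart within replicates 1 to 4. Across genes, log2 CPM correlated at r = 0.836 to 0.879 among sham replicates 1 to 4 and at 0.793 to 0.846 between them and sham replicate 5. At 1 dpci, replicates 1 and 2 and replicates 3 and 4, each with neighbouring library numbers, correlated at 0.965 and 0.969, against 0.882 to 0.899 for the other pairs. Genes are not independent replicates, and these correlations only describe the samples.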

To study the transcriptional changes that occur during liver regeneration, we performed bulk RNA-seq on the injured region in the ventral lobe and contralateral lobe of livers dissected from *Tg(fabp10a:NLS-mCherry)* animals after sham-operation, 1, 3 and 7 dpci (Fig. 7A, Fig. S8A,B and Table S1). At 1 dpci, we detected 438 upregulated differentially expressed genes (DEGs) and 981 downregulated genes when compared with sham-control liver samples (Fig. 7B,E,F).

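In the fit over all samples, 461 genes were higher and 997 genes were lower at 1 dpci (n = 4) than in sham livers (n = 5), so 68.4% of the called genes fell. An unadjusted P of at most 0.05 was reached by 3190 genes, where chance gives 420.6. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, 1203 genes passed the same fold change, 377 of them higher and 826 lower. The scaling moved the share of genes that fell most. With column totals, chosen after seeing the data, 1768 genes were higher and 435 lower, so that 19.8% fell, and 896 of the 1458 genes called with TMM factors were called again. With each replicate left out in turn, 424 to 535 genes were higher and 914 to 1032 were lower. To look within the lower library numbers, genes were called at 1 dpci against sham replicates 1 to 4 and then measured against sham replicate 5 alone. They kept a median share of 0.698 of their difference, and 1415 of the 1565 genes kept their direction. Each of the other sham replicates, left out in the same way, kept 0.8201 to 1.072, so sham replicate 5 kept the least.
The genes with the largest rise among those with a mean of at least 5 CPM that passed the adjusted threshold and separated every sample were *ggt1a*, *rln3a*, *nr0b2b*, *BX908782.2* and *MFAP4 (1 of many)*. *ggt1a* had no count in any sham sample and 18.98 ± 19.8 CPM (SD, n = 4) at 1 dpci, at least 36.8-fold higher. *nr0b2b* was at least 50.45-fold higher. The 1 dpci samples differed widely, from 6.951 to 53.87 CPM for *nr0b2b* and from 0.769 to 42.31 CPM for *ggt1a*. In 1 of the 17 fits that left out a replicate, *ggt1a* no longer passed the adjusted threshold. *rln3a* reached 213 ± 234 CPM (SD, n = 4), with a log2 fold change of 9.42 (standard error 1.59) and an adjusted p of 0.000755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher than every sham sample in 4 of 4 samples. *BX908782.2*, a CD59-like gene with a near copy in *BX908782.3* between which reads could be split, rose from 30.3 ± 16.1 to 14711 ± 8988 CPM. *MFAP4 (1 of many)* rose from 2.58 ± 2.15 CPM (SD, n = 5) to 705.5 ± 162 CPM (SD, n = 4), a log2 fold change of 7.31 (standard error 0.80). The genes with the largest fall included *oatx*, *dao.3*, *cyp39a1* and *miox*. *oatx* and *dao.3* had no counts at 1 dpci, at least 52.0-fold and 32.6-fold lower, and *cyp39a1* was at least 22.4-fold lower. Sham replicate 5 had only 1 count of *oatx* and 2 counts of *dao.3*, so these falls rest on sham replicates 1 to 4. *miox* changed from 393 ± 185 to 5.57 ± 1.44 CPM, a log2 fold change of −7.11 (standard error 0.68, adjusted p = 5.37e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 4 of 4 samples). Of the genes labelled in Fig. 7B, *cxcl20*, *chd2*, *sec14l7*, *gcat*, *cyp2ad2* and *mctp2b* were also lower, and *chmp5b*, *fosl2*, *rabac1*, *fthl27* and *txnipa* higher, than every sham sample in 4 of 4 samples.

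**Figure D1:**
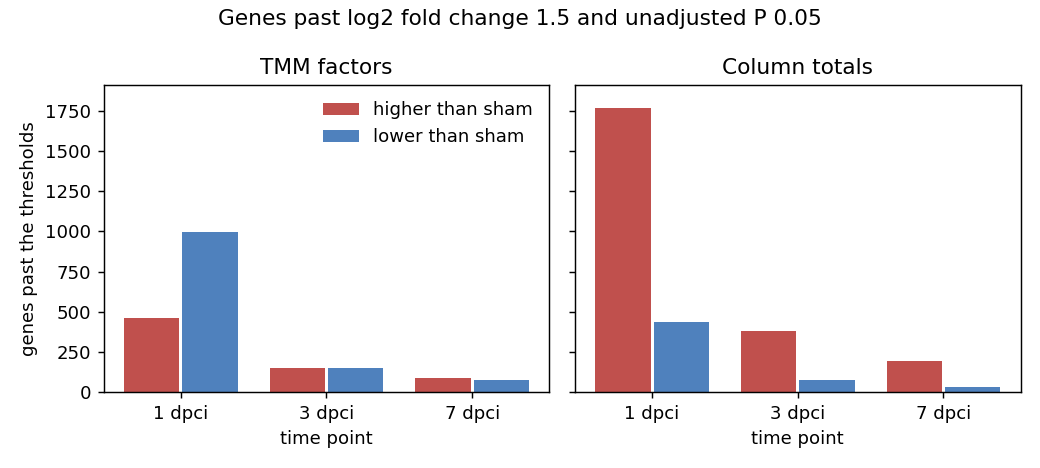
Number of genes past a log2 fold change of 1.5 and an unadjusted P of 0.05 at each time point, with TMM factors (left) and with column totals (right). At 1 dpci more genes are lower than higher with TMM factors, and the order is reversed with column totals.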

**Fig. 7.**
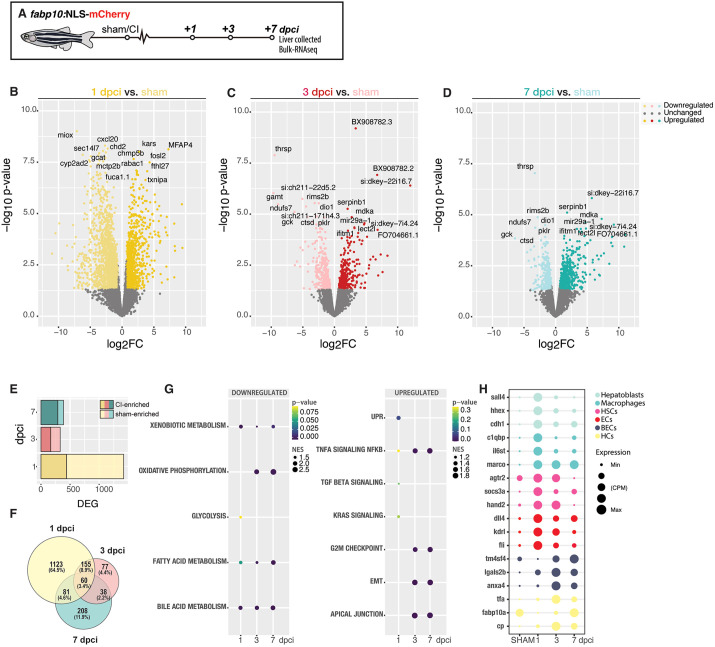
**Transcriptional signatures of liver regeneration upon cryoinjury.** (A) Schematic representation of the experiment workflow. (B-D) Volcano plots representing the comparison of 1, 3 and 7 dpci with sham-operated adult zebrafish. DEGs: FC ≥1.5 (darker dots) or ≤−1.5 (lighter dots); *P*≤0.05; with top DEG annotated. (E) Bar plot representing the number of upregulated and downregulated DEGs at 1, 3 and 7 dpci. (F) Venn diagram representing DEGs at 1, 3 and 7 dpci. (G) GSEA of liver cell types during liver regeneration. (H) Dotplot representing the expression of key genes for specific liver cell populations upon cryoinjury.

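The Hallmark gene sets were not used here. In their place, 8 lists of zebrafish genes were written by hand and tested at the 3 time points with limma's camera, with Benjamini-Hochberg adjustment over the 24 tests. The list for TNFα signalling held 153 genes, of which 71 were tested. At 1 dpci its median log2 fold change was 0.58, 52 of the 71 genes were higher than in sham, and all 4 samples lay above every sham sample on the list's median (limma camera, adjusted p = 1.34e-05). Its median was 0.40 at 3 dpci, higher in 4 of 4 samples (limma camera, adjusted p = 0.000483), and 0.38 at 7 dpci, higher in 3 of 4 samples (limma camera, adjusted p = 0.00294). The list for TGF-β signalling had 46 of its 76 genes tested. At 1 dpci its median log2 fold change was 0.38, with 30 of the 46 genes and 4 of 4 samples higher (limma camera, adjusted p = 0.0137). At 3 and 7 dpci its medians were 0.21 and 0.20, each with 4 of 4 samples higher (limma camera, adjusted p = 0.108 and 0.333). The change that weakened both lists most was an inter-gene correlation estimated from the data instead of set at 0.01, with which limma's camera gave unadjusted p-values of 0.0178 and 0.0458 at 1 dpci, and which left the medians as they were. Across the 17 fits that left out 1 replicate, the medians at 1 dpci ran from 0.45 to 1.05 for TNFα and from 0.27 to 0.47 for TGF-β. Over the alternatives set before the data were examined they ran from 0.57 to 1.17 and from 0.26 to 0.39. With column totals, the medians at 1 dpci exceeded that of all genes by 0.60 and 0.45.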

Gene Set Enrichment analysis (GSEA) identified the TNFα signalling [*P*-value, 0.318; normalised enrichment score (NES), −1.19] and TGF-β signalling (*P*-value, 0.235; NES, −1.16), consistent with the inflammatory and fibrotic features exhibited after cryoinjury (Fig. 7G). We also identified the unfolded protein response pathway (*P*-value, 0.074; NES, −1.40), a well-established component of the integrated stress response, as among the most enriched signatures after cryoinjury (Fig. 7G and Fig. S8H). 

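The list for the unfolded protein response held 134 genes, of which 94 were tested. At 1 dpci its median log2 fold change was 0.69, with 71 of the 94 genes higher than in sham and all 4 samples above every sham sample (limma camera with Benjamini-Hochberg adjustment over the 24 tests, adjusted p = 4.22e-06). With the inter-gene correlation estimated from the data, limma's camera gave an unadjusted p of 0.0612. With column totals the median exceeded that of all genes by 0.71. At 3 dpci the median was 0.06, higher in 2 of 4 samples (limma camera, adjusted p = 0.868). At 7 dpci it was −0.04, lower in 3 of 4 samples (limma camera, adjusted p = 0.0698).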

We compared the expression levels of *atf4*, an effector transcription factor from the unfolded protein response, during development and adulthood (Fig. S9A). 

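Among the adult samples, *atf4a* measured 34.5 ± 14.2 CPM (SD, n = 5) in sham livers and 249 ± 52.1 CPM (SD, n = 4) at 1 dpci. Its log2 fold change with TMM factors was 2.07 (standard error 0.29, adjusted p = 0.000232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 4 samples exceeded every sham sample. With each replicate left out in turn, the log2 fold change stayed between 1.87 and 2.23. At 3 and 7 dpci it was 0.45 (adjusted p = 0.564, above every sham sample in 4 of 4 samples) and 0.25 (adjusted p = 0.821, in 2 of 4 samples) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *atf3* measured 9.24 ± 9.83 CPM in sham livers and 185 ± 19.2 CPM at 1 dpci. Its log2 fold change was 3.64 (standard error 0.67, adjusted p = 0.001375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above every sham sample in 4 of 4 samples, and lay between 3.35 and 4.27 with each replicate left out. The log2 ratios of the mean CPM, which carry the shift of all genes, were 2.85 for *atf4a* and 4.33 for *atf3*. The table lists no *atf4b*. The livers at 7 dpf come from another study and are not used here.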

We could observe a significant upregulation of *atf4* and *atf3* specifically upon injury at 1 dpci, compared with homeostatic conditions during development (7 dpf) or sham-operated animals (Fig. S9B). *atf4* mRNA HCR staining revealed low *atf4* expression levels in sham controls (Fig. S9C) and an increase in its expression at the IA and injured border area at 1 dpci (Fig. S9D). Atf4 downstream targets involved in amino acid synthesis, transport and RNA charging were significantly upregulated at 1 dpci (Fig. S9E) (VanSaun et al., 2013). These results show a plausible previously unreported molecular target to modulate liver regeneration upon injury.

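The table holds 14 of the Atf4 targets shown in Fig. S9E, with *farsa* taken for the label *fars* after the table was seen. All 14 were higher at 1 dpci than in sham livers, with log2 fold changes from 0.85 for *sars* to 4.40 for *psat1* and a median of 1.81 with TMM factors. On the ratio of mean CPM the median was 2.72. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 10 of the targets passed over all genes and 13 over the list alone, and 8 passed over all genes with a log2 fold change of at least 1.5. The clearest change was that of *kars*, from 91.2 ± 36.0 CPM (SD, n = 5) to 1036 ± 147 CPM (SD, n = 4), a log2 fold change of 2.68 (standard error 0.29, adjusted p = 5.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). *slc3a2b* had a log2 fold change of 3.59 (standard error 0.59, adjusted p = 0.000621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 4 of 4 samples). *asns* had a log2 fold change of 0.95 (standard error 0.47, adjusted p = 0.145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 4 samples lay above every sham sample. The sham values of *psat1* varied, with 8.72 CPM after TMM scaling in replicate 5 and at most 1.75 CPM in the others. The median of the 14 targets was 0.11 at 3 dpci, and at 7 dpci it was −0.54, with 12 of the 14 lower than in sham.

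**Figure D2:**
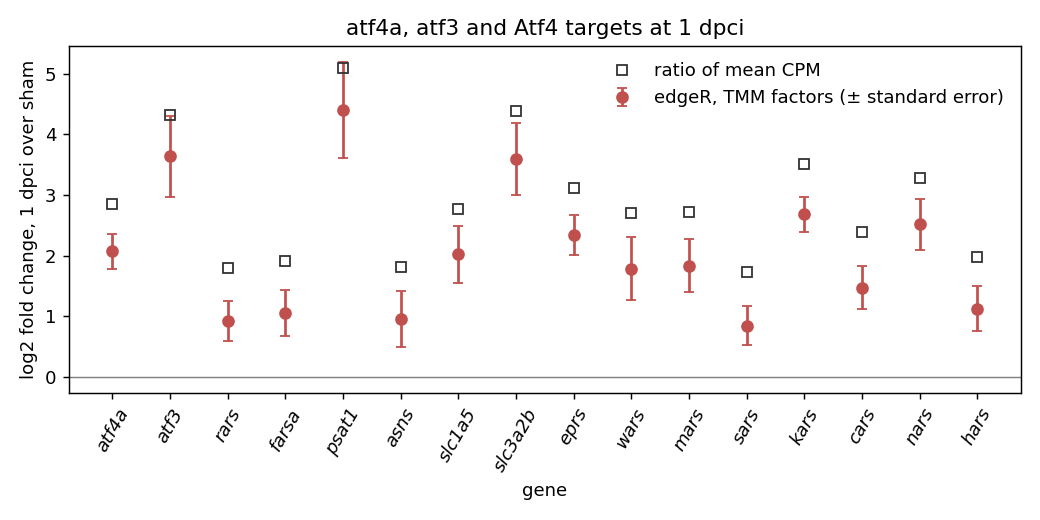
Log2 fold change at 1 dpci over sham of *atf4a*, *atf3* and the Atf4 targets, from edgeR with TMM factors (points, with standard errors) and as the ratio of mean CPM (squares). All values lie above 0 on both scales.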

Many of the downregulated hallmarks and Gene Ontology (GO) enrichment (Fig. 7G and Fig. S8G), which we observed after cryoinjury at 1 dpci, are associated with housekeeping functions of hepatocytes, such as bile acid metabolism (*P*-value, 0.02; NES, 1.87), xenobiotic metabolism (*P*-value, 0.037; NES, 1.75) and fatty acid metabolism (*P*-value, 0.05; NES, 1.65) (Fig. 7G). 

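The list for bile acid metabolism had 78 of its 132 genes tested. At 1 dpci its median log2 fold change was −1.05, 60 of the 78 genes were lower than in sham, and all 4 samples lay below every sham sample (limma camera with Benjamini-Hochberg adjustment over the 24 tests, adjusted p = 2.5e-05). The xenobiotic metabolism list, with 113 of 182 genes tested, had a median of −1.71, with 90 genes and 4 of 4 samples lower (limma camera, adjusted p = 3.64e-11). The fatty acid metabolism list, with 103 of 142 genes tested, had a median of −0.95, with 84 genes and 4 of 4 samples lower (limma camera, adjusted p = 2.63e-06). With column totals, the medians were −0.19, −0.73 and 0.01, which lie below the median of all genes by a log2 difference of −1.03, −1.57 and −0.83. The fall of the fatty acid list is therefore one relative to all genes and has no sign of its own on the CPM scale. Estimating the inter-gene correlation gave unadjusted p-values of 0.0289, 0.0229 and 0.0347 with limma's camera. At 3 dpci the medians were −0.29, −0.26 and −0.33, lower in 3, 3 and 4 of 4 samples (limma camera, adjusted p = 0.00479, 0.00016 and 0.000378). At 7 dpci the fatty acid list was at −0.29, lower in 4 of 4 samples (limma camera, adjusted p = 7.35e-05), and the bile acid list at −0.18, lower in 3 of 4 samples (limma camera, adjusted p = 0.0472). The xenobiotic list at 7 dpci had a median of −0.00368, with 56 genes higher and 57 lower, and 2 of 4 samples lower (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.18). With column totals these later medians all turn positive.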

At 3 dpci, 167 upregulated DEGs were detected, whereas 163 DEGs were downregulated (Fig. 7C,E,F) compared with the sham. 

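At 3 dpci (n = 4), 152 genes were higher and 151 lower than in sham livers at the thresholds of the methods, and 996 genes had an unadjusted P of at most 0.05. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1 gene passed. This was *BX908782.3*, a CD59-like gene with a near copy with which reads could be shared. Its log2 fold change was 3.36 (standard error 0.46, adjusted p = 0.00913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). The number of genes past the adjusted threshold moved most with the tool. DESeq2 gave 114 genes, edgeR's exact test gave 85, and leaving out each replicate in turn gave 0 to 35, the last without sham replicate 5. With column totals, 381 genes were called higher and 78 lower, and 230 of the 303 genes called with TMM factors were called again. Genes called at 3 dpci against sham replicates 1 to 4 kept a median share of 0.249 of their difference over sham replicate 5, and 292 of 430 genes kept their direction. Set directly against 1 dpci, 692 genes differed with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 513 of them higher at 3 dpci and 179 lower.
Several labels of Fig. 7C rest on few samples. *si:dkey-22i16.7* had no count in sham livers and 2805 counts in replicate 4 at 3 dpci, where the group as a whole was at least 219-fold higher. *gamt* had at most 2 counts in any sample at 3 dpci and was at least 121-fold lower, although sham samples varied at 59.0 ± 64.7 CPM (SD, n = 5). Sham replicates 1 and 3 had 1 count of *gamt* each, so the groups overlap. *ndufs7* had 0 counts in every sample at 3 dpci and was at least 16.3-fold lower, but sham replicate 1 also had 0 counts and sham replicate 3 had 2, so the groups overlap. *thrsp* measured 564 ± 761 CPM (SD, n = 5) in sham livers, from 1.04 to 1855 CPM, and 1.15 ± 0.5025 CPM (SD, n = 4) at 3 dpci. *mdka* separated the groups, from 3.54 ± 2.15 to 28.8 ± 7.88 CPM, with a log2 fold change of 2.73 (standard error 0.52, adjusted p = 0.0717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). *serpinb1* had a log2 fold change of 2.09 (standard error 0.38, adjusted p = 0.0504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 4 of 4 samples).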

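The list for the G2/M checkpoint had 99 of its 196 genes tested. At 3 dpci its median log2 fold change was 0.16, with 63 of the 99 genes and 3 of 4 samples higher than in sham (limma camera with Benjamini-Hochberg adjustment over the 24 tests, adjusted p = 0.0407). The median lay between 0.10 and 0.26 with each replicate left out, and in 4 of these 17 fits limma's camera no longer passed 0.05. With the inter-gene correlation estimated from the data, limma's camera gave an unadjusted p of 0.2975. The epithelial-mesenchymal transition list had 89 of its 223 genes tested. Its median was 0.40, with 63 of the 89 genes and 4 of 4 samples higher (limma camera, adjusted p = 0.00154). With the estimated correlation, limma's camera gave an unadjusted p of 0.0486. The rise of this list was uneven between sham samples, with a median of 0.42 over sham replicates 1, 2, 3 and 5 and of 0.00329 over sham replicate 4 alone. With column totals, the medians of both lists exceeded that of all genes, by 0.21 and 0.46. At 1 dpci neither list was higher, with medians of −0.17 and −0.09 (limma camera, adjusted p = 0.868 for each, lower in 3 and 2 of 4 samples). At 7 dpci the G2/M list had a median of 0.1484, with 66 of the 99 genes and 3 of 4 samples higher, and the other list a median of 0.1895, with 52 of the 89 genes and 3 of 4 samples higher (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.243 and 0.315).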

GSEA of DEGs at 3 dpci revealed several hallmarks related to cell proliferation and migration, including the G2/M checkpoint signature (*P*<0.001; NES, −1.55) and epithelial-mesenchymal transition signature (EMT; *P*<0.001; NES, −1.76), respectively (Fig. 7G). These signatures are consistent with the timing of proliferation described after cryoinjury (Fig. 5D), and the increased inflammation and recruitment of leukocytes to the injured area in livers between 3 dpci and 7 dpci (Fig. 4D-F and Fig. S4D-F). To characterise changes in tissue composition after cryoinjury, we used cell-type specific genes to identify the dynamics of liver regeneration on the different cell types present in the liver during the first 7 dpci (Fig. 7B-D,H). 

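The table holds 17 of the cell-type genes of Fig. 7H. With TMM factors their median log2 fold change at 1 dpci was 0.08, with 9 genes higher and 8 lower than in sham, whereas on the ratio of mean CPM it was 1.105. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 6 of the 17 passed at 1 dpci over all genes and 7 over the list alone, and 3 of these changed by a log2 fold change of at least 1.5. At 3 dpci the median was 0.33, with 14 of the 17 higher, and 0 genes passed the adjustment where 5 had an unadjusted P of at most 0.05. At 7 dpci the median was 0.11, and 0 genes passed where 2 had an unadjusted P of at most 0.05.

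**Figure D3:**
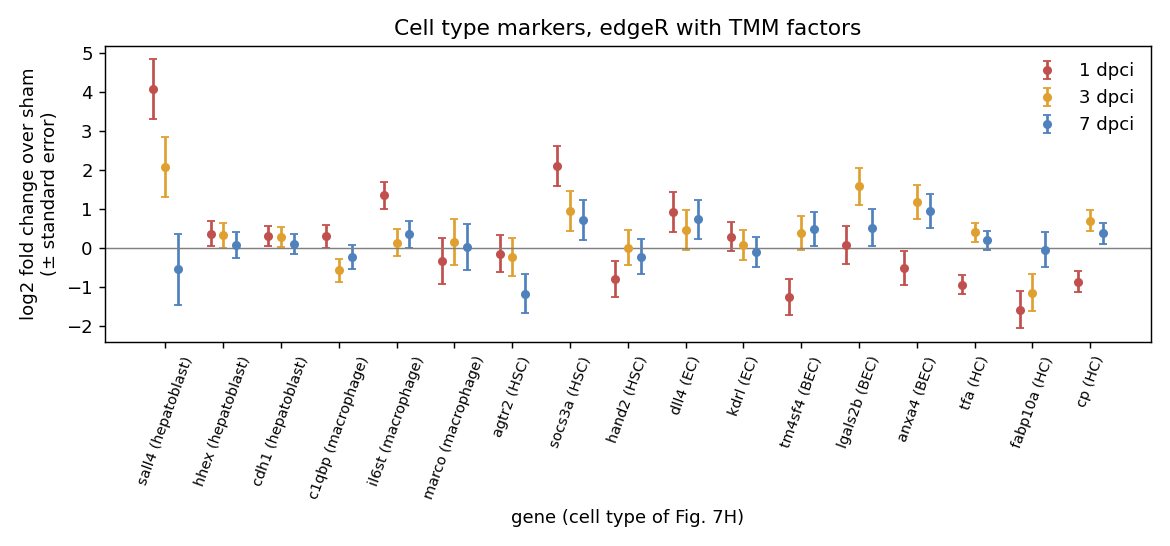
Log2 fold change over sham of the cell-type genes of Fig. 7H at 1, 3 and 7 dpci, from edgeR with TMM factors, with standard errors. The values of *sall4* at 1 dpci lie farthest from 0, and many of the others lie within a standard error of 0.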

At 1 and 3 dpci, we observed an increase in genes specifically expressed in ECs (Fig. 7H), which may be indicative of a quick angiogenesis response, as previously observed by confocal microscopy (Fig. 6I-J), quickly reducing by 7 dpci when the EC population seems almost fully recovered (Fig. 6L,N). 

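Of the endothelial genes, *dll4* measured 3.62 ± 4.15 CPM (SD, n = 5) in sham livers, 11.3 ± 1.14 CPM (SD, n = 4) at 1 dpci and 5.89 ± 1.68 CPM at 3 dpci. Its log2 fold changes with TMM factors were 0.92 (standard error 0.51, adjusted p = 0.195) at 1 dpci and 0.46 (standard error 0.51, adjusted p = 0.788) at 3 dpci with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 of 4 samples at either time exceeded every sham sample. *kdrl* measured 3.77 ± 1.67, 8.45 ± 3.03 and 5.12 ± 2.33 CPM in the same groups. Its log2 fold changes were 0.29 (standard error 0.38, adjusted p = 0.606, above every sham sample in 2 of 4 samples) and 0.08 (standard error 0.38, adjusted p = 0.958, in 1 of 4 samples) with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 7 dpci the values were 0.735 for *dll4* and −0.09 for *kdrl*. The result for *dll4* at 1 dpci depends on sham replicate 5 and on the scaling. After TMM scaling sham replicate 5 measured 10.54 CPM, the other sham samples at most 4.105 CPM and every 1 dpci sample at least 6.942 CPM. Without sham replicate 5 the log2 fold change of *dll4* at 1 dpci was 1.61 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.018). With column totals, chosen after seeing the data, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.66 for *dll4* at 1 dpci (adjusted p = 0.0236) and 1.17 for *kdrl* at 1 dpci (adjusted p = 0.0386), where the median of all genes is itself shifted up. Over all alternatives but column totals their adjusted p ran from 0.018 to 0.434 and from 0.518 to 0.808. The table lists no *fli1a*.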

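Of the hepatoblast genes, *sall4* measured 0.329 ± 0.254 CPM (SD, n = 5) in sham livers, below the floor, and 11.0 ± 3.99 CPM (SD, n = 4) at 1 dpci. Its log2 fold change was 4.08 (standard error 0.77, adjusted p = 0.00156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 4 of 4 samples above every sham sample. At 3 dpci it was 2.09 (standard error 0.77, adjusted p = 0.285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 3 of 4 samples). *hhex* rose from 10.75 ± 3.81 to 26.4 ± 16.9 CPM, a log2 fold change of 0.37 with TMM factors (standard error 0.32, adjusted p = 0.43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 2 of 4 samples). *cdh1* rose from 48.6 ± 10.6 to 114 ± 45.3 CPM, a log2 fold change of 0.31 (standard error 0.26, adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 2 of 4 samples). With column totals edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called *hhex* at 1 dpci (1.295 on the log2 scale, adjusted p = 0.0246) and *cdh1* at 1 dpci (1.23, adjusted p = 0.0105). Over the other alternatives their adjusted p ran from 0.243 to 0.971 and from 0.325 to 0.778.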

At 1 dpci, we detected an enrichment in genes expressed in hepatoblast, which may explain the dedifferentiation of hepatocytes to a hepatoblast-like state (Fig. 7H). Genes associated with immune cells were enriched at 1 dpci upon injury, consistent with the early recruitment of immune cells towards the site of injury (Fig. 7H). 

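Of the macrophage genes, *il6st* measured 29.5 ± 8.83 CPM (SD, n = 5) in sham livers and 134 ± 15.6 CPM (SD, n = 4) at 1 dpci, a log2 fold change of 1.36 (standard error 0.35, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). *c1qbp* measured 92.5 ± 42.8 and 208 ± 21.4 CPM. With TMM factors its log2 fold change was 0.30 (standard error 0.30, adjusted p = 0.499 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 1 of 4 samples). With column totals *c1qbp* at 1 dpci was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (1.17 on the log2 scale, adjusted p = 0.0137), and over the other alternatives its adjusted p ran from 0.185 to 0.814. *marco* measured 7.74 ± 7.53 and 11.9 ± 10.2 CPM. Its log2 fold change was −0.32 with TMM factors (standard error 0.59, adjusted p = 0.718 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 of 4 samples exceeded every sham sample. The sign of *marco* at 1 dpci turned with column totals (0.62) and ranged from −0.89 to 0.50 with each replicate left out.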

At 3 dpci, we detected enrichment in genes specifically expressed by BECs, suggesting an active restoration of the biliary network (Fig. 7H). 

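Of the BEC genes, *lgals2b* measured 123 ± 43.3 CPM (SD, n = 5) in sham livers and 514 ± 222 CPM (SD, n = 4) at 3 dpci, a log2 fold change of 1.58 (standard error 0.48, adjusted p = 0.212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). *anxa4* measured 99.5 ± 35.85 and 296 ± 74.01 CPM, a log2 fold change of 1.18 (standard error 0.44, adjusted p = 0.281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 4 of 4 samples). *tm4sf4* measured 35.2 ± 18.1 and 65.2 ± 25.1 CPM, a log2 fold change of 0.39 (standard error 0.44, adjusted p = 0.786 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 0 of 4 samples). Over the alternatives other than column totals, the adjusted p at 3 dpci ran from 0.0505 to 0.393 for *lgals2b*, from 0.147 to 0.497 for *anxa4* and from 0.469 to 0.924 for *tm4sf4*. Against 1 dpci, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.69 for *anxa4* (adjusted p = 0.0298), 1.65 for *tm4sf4* (adjusted p = 0.0343) and 1.51 for *lgals2b* (adjusted p = 0.0649).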

We detected an increase of hepatocyte transcripts, showing the initial recovery of the main liver parenchyma. 

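Of the hepatocyte genes, *cp* measured 1955 ± 353 CPM (SD, n = 5) in sham livers and 4282 ± 589 CPM (SD, n = 4) at 3 dpci, a log2 fold change of 0.70 (standard error 0.26, adjusted p = 0.288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 4 of 4 samples). *tfa* measured 23855 ± 2735 and 42861 ± 8744 CPM, a log2 fold change of 0.41 (standard error 0.24, adjusted p = 0.535 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 3 of 4 samples). *fabp10a* went the other way, from 14112 ± 1898 to 8419 ± 5024 CPM, a log2 fold change of −1.145 (standard error 0.47, adjusted p = 0.344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, below every sham sample in 2 of 4 samples). At 1 dpci all 3 were lower with TMM factors, with log2 fold changes of −0.87 for *cp*, −0.94 for *tfa* and −1.585 for *fabp10a* (adjusted p = 0.0292, 0.0137 and 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each below every sham sample in 4 of 4 samples). On the ratio of mean CPM, *cp* and *tfa* did not differ at 1 dpci (−0.01 and −0.02). From 1 to 3 dpci, *cp* rose by a log2 fold change of 1.57 (standard error 0.29, adjusted p = 0.00316) and *tfa* by 1.345 (standard error 0.26, adjusted p = 0.00444) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while *fabp10a* rose by 0.44 (standard error 0.48, adjusted p = 0.574) in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.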

HSCs were enriched at 3 dpci. This may explain the rapid development of the fibrotic response upon cryoinjury (Fig. 7H). 

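Of the HSC genes, *socs3a* measured 5.76 ± 3.62 CPM (SD, n = 5) in sham livers and 14.3 ± 6.42 CPM (SD, n = 4) at 3 dpci, a log2 fold change of 0.95 (standard error 0.51, adjusted p = 0.482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above every sham sample in 2 of 4 samples). It was higher at 1 dpci, at 41.7 ± 19.3 CPM, a log2 fold change of 2.10 (standard error 0.51, adjusted p = 0.00821 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 4 of 4 samples). *agtr2* measured 3.28 ± 1.78 and 3.97 ± 1.97 CPM in sham livers and at 3 dpci, a log2 fold change of −0.23 (standard error 0.48, adjusted p = 0.901 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hand2* measured 5.14 ± 3.72 and 7.29 ± 4.34 CPM, a log2 fold change of 0.01 (standard error 0.44, adjusted p = 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both genes 0 of 4 samples exceeded every sham sample. The sign of *agtr2* at 3 dpci turned with column totals (0.28), below the shift of all genes, and with each replicate left out *agtr2* ran from −0.43 to 0.16 and *hand2* from −0.26 to 0.44.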

By 7 dpci, we detected 97 upregulated and 290 downregulated DEGs compared with sham-operated livers (Fig. 7D-F), suggesting a gradual shift towards homeostasis in the liver. 

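At 7 dpci (n = 4), 91 genes were higher and 74 lower than in sham livers, and 764 genes had an unadjusted P of at most 0.05. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes passed. The smallest adjusted p was 0.168, that of *rims2b*, with a log2 fold change of −3.14 (standard error 0.54, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, below every sham sample in 4 of 4 samples). The fold change threshold moved these counts most, since reading it as a linear fold change of 1.5 gave 380 higher and 345 lower genes. With column totals, 196 genes were higher and 33 lower, and 124 of the 165 genes called with TMM factors were called again. With each replicate left out in turn, 75 to 173 genes were higher and 65 to 158 lower. Genes called at 7 dpci against sham replicates 1 to 4 kept a median share of 0.0633 of their difference over sham replicate 5, and 140 of 267 kept their direction. Each of the other sham replicates, left out in the same way, kept 0.416 to 0.6855. Set directly against 1 dpci, 1195 genes differed with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 848 of them higher at 7 dpci and 347 lower.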

When we compared the expression between the injured area in the ventral lobe with the contralateral lobe, we observed a much bigger proportion of DEGs in the injured area when compared with the contralateral lobes (Fig. S8C-F). This might explain previous microscopy observations of a strong localised regeneration combined with a compensatory response in the livers during regeneration. In light of these studies, we conclude that the transcriptional landscape dynamically changes during regeneration as the liver responds to cryoinjury, undergoes regenerative growth and eventually returns to homeostasis.

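Of the genes called at the thresholds of the methods, 1199 were called only at 1 dpci, 77 only at 3 dpci and 61 only at 7 dpci. At 1 and 3 dpci but not at 7 dpci, 173 genes were called, and 51 at 1 and 7 dpci but not at 3 dpci. All 3 time points shared 35 genes, of which 16 were higher each time, 18 lower each time and 1 of mixed direction. The alternative that moved the shared number most was the linear fold change of 1.5, with 136 genes. Of the 1203 genes past the adjusted threshold at 1 dpci, 1181 were closer to sham at 3 dpci and 1194 at 7 dpci. Because these genes were chosen for a large change at 1 dpci, part of this shrinkage follows from the choice. The median share of the log2 fold change left was 26.4% at 3 dpci and 10.0% at 7 dpci. Per sample it was 13.0%, 23.02%, 23.96% and 52.7% at 3 dpci, and 27.3%, 9.12%, −8.50% and 11.7% at 7 dpci. In the direct contrasts with 1 dpci, whose group means do not include the sham samples, many genes passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at both later times. From these time points and a comparison with the contralateral lobe, the paper concludes that the expression profile moves through a response to injury and a growth phase and then comes back to homeostasis.

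**Figure D4:**
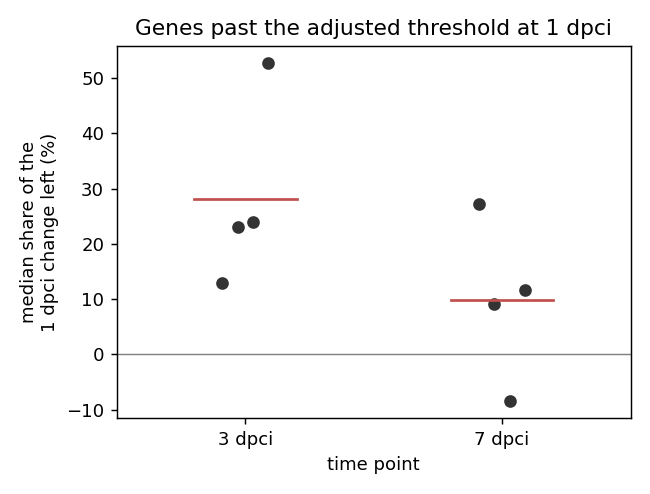
Median share of the 1 dpci log2 fold change left in each sample at 3 and 7 dpci, over the genes past the adjusted threshold at 1 dpci. Points are samples (n = 4 at each time point) and red lines are means, and replicate 4 at 3 dpci lies above the other samples.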

## DISCUSSION

Here, we introduce the hepatic cryoinjury model, which serves as a rapid and reliable method to investigate liver regeneration in a spatially localised manner (Fig. 8 and Table 1). The contact with the liver surface of the frozen cryoprobe generates a necrotic region, surrounded by apoptosis in the injured border area, resembling clinical liver injuries (VanSaun et al., 2013). Furthermore, necrotic cells trigger a robust innate immunological response and immune infiltration at the injury site. The hepatic cryoinjury model offers several advantages compared with the other injury models (Table 1). First, it creates a distinct localized injury, enabling the examination of injured and uninjured hepatic parenchyma in the same animal. Moreover, hepatic cryoinjury is easy to perform and visualise macroscopically (blister formation), which facilitates the investigation of the tissue regenerative microenvironment and the use of state-of-the-art sequencing and imaging techniques. Second, the cryoinjury model gives rise to necrotic and apoptotic tissue, and the localised infiltration of inflammatory cells, which are absent in other surgical models (i.e. HPx). Third, the hepatic cryoinjury model induces a transient fibrotic response not seen in other models, which resolves within 30 dpci without hindering liver repair. For these reasons, we anticipate that this unique model will aid in the discovery of the molecular mechanisms of fibrosis and regeneration.

**Fig. 8.**
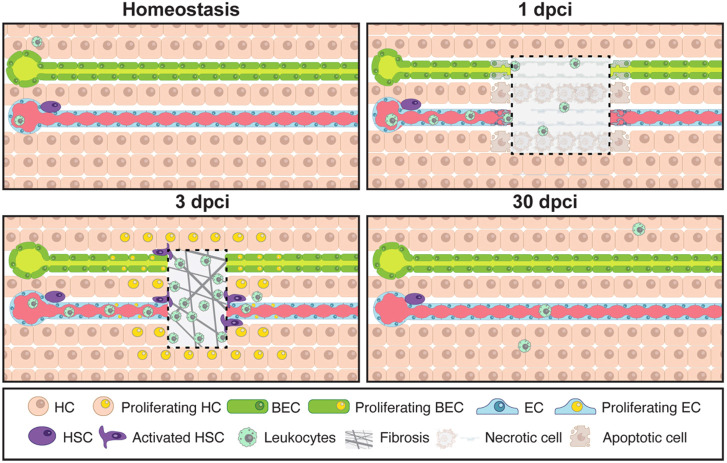
**Model of liver regeneration upon cryoinjury.** Schematic representation of the cellular events taking place upon cryoinjury during liver repair in the zebrafish.

**Table 1.**
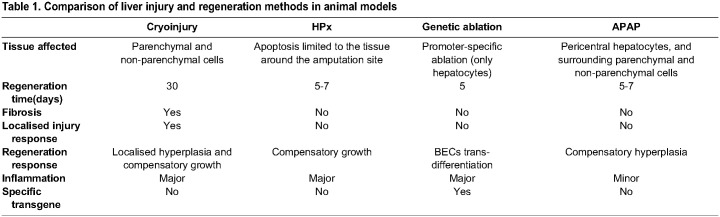
Comparison of liver injury and regeneration methods in animal models

Although the HPx model is almost 90 years old, it remains the gold standard of models for studying liver regeneration. Liver regeneration in rodent HPx models occurs rapidly via compensatory hyperplasia, in which hepatocyte proliferation peaks at 36 and 48 h post resection, before receding by 3 days, and liver homeostasis is re-established at 7 days (Michalopoulos and Bhushan, 2021; Arrojo e Drigo et al., 2019). Zebrafish HPx models show similar dynamics of hepatocyte proliferation with almost no detectable proliferative beyond 4 days (Kan et al., 2009; Sadler et al., 2007). A major point of difference between the HPx models and hepatic cryoinjury is the more prolonged time course of regeneration (30 days). We suspect this is partly due to transient fibrosis and the need to resolve damaged tissue before mounting a proliferative phase of regeneration.

Acetaminophen (APAP) overdose is the most common cause of acute liver failure (ALF), as it induces necrosis of pericentral hepatocytes, leading to a necrotic area in zone 3 of the liver parenchyma (Bhushan and Apte, 2019). The APAP model shares features of the hepatic cryoinjury model, such as the induction of region-specific necrosis (Table 1). However, one major distinction is that, owing to its mechanism of action, APAP targets pericentral hepatocytes, whereas the hepatic cryoinjury affects all cells present at the site of injury. Tissue loss due to APAP exposure is recovered by hepatocyte proliferation within 4 days, peaking at 2 days post APAP exposure (Benmoshe et al., 2022), which is similar to the kinetics of hepatocyte proliferation observed after HPx but earlier than we have observed after hepatic cryoinjury. Interestingly, hepatocyte proliferation after APAP exposure occurs in areas where healthy hepatocytes are in contact with necrotic tissue, rather than via compensatory hyperplasia (Michalopoulos and DeFrances, 1997), which is reminiscent of the epimorphic proliferative response observed after cryoinjury. Another similarity between cryoinjury and APAP is that APAP exposure triggers the infiltration of immune cells, activating an innate and adaptive immunological response (Bhushan and Apte, 2019). Given the crucial role of immunity in liver disease, it is beneficial that the hepatic cryoinjury model exhibits classic hallmarks of inflammation.

Genetic ablation models provide an invaluable approach for targeted cell ablation in animal models, elucidating the roles of various cell populations in liver tissue repair and regeneration (Torrence et al., 2021; Brazovskaja et al., 2024) (Table 1). These models have significantly contributed to our understanding of transdifferentiation events between BECs and hepatocytes in the context of tissue regeneration. Although the ability to selectively target specific cell populations presents clear advantages, generating cell type-specific promoter transgenic lines can be labour intensive and time consuming. In contrast to the cryoinjury model, which affects all parenchymal and non-parenchymal cells in the liver, cell-specific ablation techniques uniquely target distinct liver cell populations, thereby only allowing the investigation of the function of a unique liver cell of interest.

Liver fibrosis is a crucial feature in the development of chronic liver diseases and the progression towards hepatocellular carcinoma (HCC). Hepatic cryoinjury leads to a transient fibrotic response (peaking at 5 dpci) that was resolved within 30 dpci. Compared with other models of liver fibrosis (e.g. CCl_4_, TTA, ethanol or DDC), which typically develop over months (Cordero-Espinoza and Huch, 2018) (Table 1), fibrosis in the cryoinjury model occurs rapidly and is resolved over time. In future studies, the cryoinjury model could be used to explore the clonality of fibrosis and regeneration. To this end, recent advances in DNA-barcoding lineage-tracing methods (Weng et al., 2015; Taub, 2004; Yanger et al., 2014; Kramann et al., 2015; Shin et al., 2015) and spatial transcriptomics (McKenna et al., 2016; Raj et al., 2018) make it feasible to use the cryoinjury model to identify the mechanisms driving the resolution of fibrosis. This enhanced understanding is crucial for identifying innovative therapeutic strategies that promote liver repair and for combating fibrotic progression.

In summary, we have described a new hepatic cryoinjury and regeneration model that recapitulates key features of liver disease (Fig. 8). Given the rapid and reproducible nature of the technique, we suspect the model will offer opportunities to uncover the molecular underpinnings of liver regeneration.

## MATERIALS AND METHODS

### Experimental model and details

Experiments were conducted with adult zebrafish (*Danio rerio*) aged 4-9 months raised at a maximal 5 fish/l and maintained under the same environmental conditions: 27.5-28°C, 650-700 ms/cm, pH 7.5. The lighting conditions were 14:10 h (light: darkness) and 10% of water exchange a day. Experiments were approved by the Peter MacCallum Cancer Centre AEEC (E665) and the Institutional Animal Care and Use Committees of Massachusetts General Hospital and Boston College. All animal procedures conformed with the Prevention of Cruelty to Animals Act, 1986 (the Act), associated Regulations (2019) and the Australian code for the care and use of animals for scientific purposes, 8th edition, 2013 (the Code). The following transgenic zebrafish lines were used in this study: *Tg(fabp10a:NLS-mCherry)* (Mudbhary et al., 2014), *Tg(fabp10a:GreenLantern-H2B)^uom306^* (Campbell et al., 2020; Tan et al., 2024) and *Tg(fabp10a:rtTA;TRE-Cre)^uom307^*, herein referred to as *Tg(fabp10a:Tet-ON-Cre)*, *Tg(fabp10a:NLS-mKate)^bcz102^* and *Tg(fli1a:nEGFP)^y7^*, respectively (Lawson and Weinstein, 2002).

### Cryoinjury and analysis of the injured area

Fish are immersed in Tricaine (0.032%; wt/vol; Sigma) before surgery and placed in a foam holder with the ventral area facing up. Under a stereo microscope, scales above the liver area were removed using sharp forceps. Once the area had been cleaned, a small incision was made parallel to the skin using micro-dissecting scissors towards the midline, and the anterior fin was moved to expose the liver through the ventral zebrafish body. Once the liver is exposed, the excess water is removed using tissue paper (KimWipe). The cryoinjury probe of 1 mm diameter (Jaycar; Australia), which was cooled in liquid nitrogen for 1 min, was placed on the liver surface for 15 s until thawing. Sham operations consisted of placing the thawed cryoprobe on the exposed liver at room temperature. Fish are quickly placed in a freshwater tank and reanimated by pipetting water into their gills for 30 s. The complete surgical procedure takes 3-5 min per fish. Healthy fish should be swimming normally after 5 min. Fish are transferred to the normal tanks and put into their racks 10 min after surgery with a gentle water flow. The damaged tissue was easily identified either from the lack of fluorescence when using a hepatocyte-specific promoter line, which expresses a nuclear mCherry or GreenLantern signal specifically in hepatocytes (HCs) or from a blister-like injury in the liver surface. Injured and sham-injured livers were phenotyped, and acquisitions were performed using a Leica M165FC fluorescent stereomicroscope. The injured area was measured on Imaris Software 9.0 (Bitplane). Statistical analysis and graphs were generated using GraphPad Prism v9.

### Whole-mount CUBIC liver immunofluorescence and image processing

*In toto* immunofluorescence was performed as described previously (Kong et al., 2020). Animals were euthanized at different times post-injury by immersion in 0.16% Tricaine. Livers were collected and fixed in PFA 4% overnight at 4°C in rocking agitation. We washed the livers three times in PBS Tw 0.1% before transferring them to CUBIC-L (Matsumoto et al., 2019) for 18 h at 37°C. After CUBIC-L incubation, livers were washed in 1×PBS three times for 15 min. Livers were incubated overnight with blocking solution (5% BSA, 5% goat serum and 0.1% Tween-20). Primary and secondary antibodies were incubated for 1 day at 4°C in rocking agitation. Livers were transferred to CUBIC-R^+^ for 2 h at room temperature and embedded in CUBIC-R^+^-Agarose for imaging. Livers were mounted on a glass-bottom culture dish (MatTek Corporation) for confocal acquisition. Whole liver acquisitions were obtained with Zeiss LSM 780 and Nikon Sora Spinning-Disk confocal microscopes using 10× dry and 20× dry lenses. Images were acquired at 512×512 or 1024×1024 resolution. For every liver acquisition, tile-scan and *z*-stack modules were used to acquire a representative area of the liver. The injured area of the liver in whole-mount acquisitions was analysed and measured on Imaris Software 9.0 (Bitplane) and Fiji (Bowling et al., 2020). Acquisitions were saved as TIFF or JPEG on Fiji of the original files.

### BrdU^+^ and PCNA^+^ hepatocytes image analysis

Adult zebrafish were injected intraperitoneally at 2 dpci with 20 μl of 2.5 mg/ml of 5-bromo-2-deoxyuridine (BrdU, B5002-1G, Sigma). Livers were collected and processed for analysis at 5 dpci. *In toto* immunofluorescence was performed as described previously (Kong et al., 2020). Whole-mount immunofluorescence was performed using anti-BrdU [AB_2313786, Abcam, ab6326 BU1/75 (ICR1), rat, 1:150], anti-RFP (AB_945213, Abcam, ab62341, rabbit, 1:200), goat anti-rat IgG (H+L) Cross-Adsorbed Alexa Fluor 647 (ThermoScientific, A-21247, 1:300) and goat anti-rabbit IgG (H+L) Alexa Fluor 594 Antibody (Invitrogen, A-11012, 1:300). Using Imaris Software 9.0 (Bitplane), we used the co-localisation channel tool to create a new channel, which represents BrdU^+^ HCs. A spot segmentation of BrdU^+^ HCs and BrdU^−^ HCs was created. Manually, the site of injury was created as a surface. We used the new injured area surface and the ImarisXT/Distance-Transformation package (outside surface) to define the distance of every BrdU^+^ HC spot to the injury site. This new channel was masked into the BrdU^+^ HC spots, which were previously created. The new BrdU^+^ HC spots channel contains the specific distance to the injured area from every proliferating HC, named proliferating HC distance channel. A new spot segmentation was carried out using the proliferating HC distance channel. We exported the positions X, Y, Z and proliferating HC distance channel mean intensity from the last proliferating HC distance channel. Using R, the different datasets were selected to create a representative graph, using the ggplot2 package, of the presence of BrdU^+^ HCs or PCNA^+^ HCs towards the site of injury. The location of proliferating HCs was measured relative to the injured area, which was used as a point of origin.

### Clodronate intraperitoneal injections

Intraperitoneal (IP) injections of 10 μl PBS and clodronate liposomes (5 mg/ml) (C-005, Liposoma) were performed in each fish, 1 day before the cryoinjury in the adult zebrafish livers. Livers were collected with the rest of the gastrointestinal tract (GIT) and processed for analysis at 3 and 7 dpci. PBS and clodronate-injected livers were phenotyped and acquired using a Leica M165FC fluorescent stereomicroscope. The injured area was measured using Fiji Image Analysis Software (Bowling et al., 2020). Statistical analysis and graphs were generated using GraphPad Prism v9. Livers were fixed overnight in 4% PFA for cryosectioning and immunostaining.

### Doxycycline treatment

Adult fish were treated by immersion in doxycycline (30 mg/ml; Sigma D5207) for 72 h. Animals were kept in darkness at 28°C for the duration of the treatment. Animals were fed three times in clean fish water and placed back in the doxycycline-treated water.

### Zebrafish liver fixation and histological processing

To obtain histology sections for AFOG or immunofluorescence, adult zebrafish livers were collected with the rest of the GIT. This procedure minimized disruption of the fragile liver tissue. Adult zebrafish were euthanized by immersion in 0.16% tricaine and placed in ice-cold PBS. A ventral incision through the skin, muscle and peritoneal cavity was made, starting at the anus towards the pericardiac cavity. To avoid disrupting adhesions and scar tissue at the injury zone in early injury time points (1-7 dpci), the tissue adhering to the liver injury was left intact on the liver by performing an incision surrounding it. The GIT was detached at its anal part and slowly lifted, while cutting the vasculature connecting the dorsal part of the GIT to the peritoneum and gonads. Once completely lifted from the cavity, a final cut was made anteriorly on the oesophagus to extract the GIT. Samples were fixed overnight at 4°C in 10% neutral buffered formalin (HT501125, Sigma) and embedded in paraffin following standard processing (45 min incubations in ethanol 70%, 90%, 95%, 2×100%, 2×xylenes, and 4× paraffin washes). Sagittal sections (7 µm) were mounted on SuperFrost+ slides (12-550-15, Fisherbrand) and dried overnight at 37°C before storage or processing.

### Acid Fuchsin Orange G staining and imaging

For Acid Fuchsin Orange G (AFOG) staining, sections were dewaxed and rehydrated using standard procedures and then stained as described previously (Koth et al., 2020). Collagen was stained blue, while fibrin and cell debris appeared red. Sections were imaged on a Leica DM6-B upright microscope equipped with a Leica DFC7000 camera using the 10× or 20× objectives. Whole GIT images were acquired using the automated navigator and stitching function in LAS-X software.

### Hematoxylin and Eosin staining and imaging

For Hematoxylin and Eosin (H&E) staining, sections were sectioned at 5 μm. Slides were dewaxed and rehydrated using standard procedures. Slides were stained with Mayer's Hematoxylin solution (ab220365; Abcam) for 5 min. The nuclear staining was differentiated for 15 s in 0.37% HCl prepared in 70% ethanol, and the slides were washed in tap water for 10 min. Sections were incubated on 0.1% Eosin Y solution (ab246824; Abcam) for 3 min in 0.1% water with acetic acid. Sections were washed in double-distilled water. The sections were dehydrated in a water/ethanol series, cleared in xylol and mounted in DPX mounting medium (06522; Sigma-Aldrich). Sections were imaged on an Olympus SLIDEVIEW VS200 automated slide scanner using 10×, 20×, 40× and 63× lenses. Whole GIT sections were acquired, and images were analysed using QuPath (Bankhead et al., 2017) and Olympus LS software.

### Immunofluorescence in cryosections

Cryosections were incubated for 30 min in PBS at 37°C. Sections were washed three times on PBST (0.1% Tween 20 in PBS). Slides were permeabilised in 0.5% Triton X-100 in PBS for 15 min. Slides were washed three times for 5 min in PBST after permeabilization. After washing the slides in PBST and drawing hydrophobic rings (ImmEdge pen, H-4000, Vector), unspecific binding sites were blocked using 5% goat serum, 5% bovine serum albumin in PBST for 2 h at room temperature. Primary antibodies were incubated in blocking buffer overnight at 4°C in a humidity box. Primary antibodies used were, rabbit anti-mfap4 (AB_28867114, GTX132692, GeneTex; 1:300), rabbit anti-mpx (AB_28855768, GTX128379 GeneTex; 1:300), rabbit mCherry (AB_2571870, ab167453, Abcam; 1:500), mouse anti-zebrafish gut secretory cell epitopes (AB_1209226, ab71286, Abcam; 1:400) and chicken anti-GFP (AB_300798, ab13970, Abcam; 1:300). Slides were washed three times in PBST before incubating with secondary antibodies and DAPI as nuclear counterstaining at room temperature for 45 min. Secondary AlexaFluor-conjugated antibodies (ThermoScientific, 1:400) were used to detect isotype-specific primary antibodies and mounted with Vectashield reagent (Vector Laboratories).

### Immunofluorescence in paraffin sections

Immunofluorescence was performed as described previously (González-Rosa et al., 2011) with the following modifications. After dewaxing and rehydration, sections were heated and then pressure cooked for 4 min in citrate unmasking solution (H3300, Vector, 100× dilution). Once cooled, sections were permeabilized for 10 min in methanol, washed in PBST (0.1% Tween 20 in PBS) and photobleached for 45 min to remove autofluorescence (Lin et al., 2018). Slides were washed three times for 5 min in PBST before incubation in 0.25% Triton X-100 in PBS. After washing the slides in PBST and drawing hydrophobic rings (ImmEdge pen, H-4000, Vector), unspecific binding sites were blocked using 5% goat serum and 5% bovine serum albumin in PBST for 1 h at room temperature. Primary antibodies were incubated in blocking buffer overnight at 4°C in a humidity box. Primary antibodies used were mouse anti-RFP (AB_10999796, clone RF5R, MA5-15257 ThermoFisher; 1:1000), mouse anti-PCNA (AB_628110, SC-56, Santa Cruz Biotechnology; 1:500), rabbit anti-Lcp1 (AB_11167454, GTX124420, GeneTex; 1:500), mouse anti-col1a1 (AB_528438, clone Sp1.d8, DSHB; 1:20) and mouse anti-Anxa4 (AB_1209226, 2F11, ab71286, Abcam). Slides were washed three times for 5 min in PBST before incubation with secondary antibodies and DAPI as nuclear counterstaining in blocking buffer for 1 h at room temperature. Alexa-conjugated secondary antibodies (Life Technologies, 1:500) were used to detect isotype-specific primary antibodies, except for the detection of Col1a1, which required a tyramide amplification step (Alexa Fluor 555 Tyramide SuperBoost Kit, Invitrogen). After staining, sections were quickly rinsed in double-distilled water and mounted with Fluorsave reagent (345789, Millipore).

### Analysis of immunostained paraffin sections

After immunofluorescence, sections were imaged on a Zeiss LSM900 confocal microscope using the 10× or 20× objectives with three or four images per *z*-stack. Samples were imaged using the ZEN-pro software, and images were saved as multi-stack CZI files. Images were stacked in ImageJ (Schindelin et al., 2012), and individual channels were exported to TIF files. Multi-colour images and colour levels were adjusted using Adobe Photoshop, and figure panels were cropped and rotated to dimension in CorelDRAW.

To quantify hepatocyte proliferation, sections from *fabp10a:NLS-mKate* livers were immunostained using anti-RFP and anti-PCNA antibodies (see above). Three sections containing the largest injury areas were imaged. n-mKate^+^ and PCNA^+^n-mKate^+^ cells were counted manually using ImageJ in defined regions that include 150 µm adjacent to the border zone. The percentages of PCNA^+^n-mKate^+^/n-mKate^+^ cells from individual sections were averaged to establish the hepatocyte proliferation index for each animal.

To quantify the proliferation of the biliary epithelial cells, adjacent sections were immunostained with anti-Anxa4 and anti-PCNA antibodies (see above). Three sections containing the largest injury areas were imaged. Anxa4^+^ and PCNA^+^Anxa4^+^ cells were counted manually using ImageJ in defined regions that include 150 µm adjacent to the border zone. The percentages of PCNA^+^Anxa4^+^/ Anxa4^+^ cells from individual sections were averaged to establish the hepatocyte proliferation index for each animal.

To quantify leukocyte infiltration, sections from *fabp10a:NLS-mKate* livers were immunostained with anti-RFP and anti-Lcp1 antibodies (see above). Three sections containing the largest injury areas were imaged. The number of Lcp1^+^ cells was counted manually using ImageJ in defined regions (150 µm×150 µm) that include the injury area and border zone. Lcp1^+^ counts in three independent regions per animal were averaged to establish a quantification for each animal.

To quantify collagen deposition, liver sections were immunostained using an anti-Col1a1 antibody and imaged using confocal microscopy. Three sections containing the largest injury areas were imaged. The Col1a1^+^ area/total liver parenchyma area ratio in three independent regions per animal was averaged to establish a quantification for each animal.

### Quantification and statistical analysis

Sample sizes were chosen based on previous publications and are indicated in each figure legend. No animal or sample was excluded from the analysis unless the animal died during the procedure. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment. All statistical values are displayed as mean±s.d. The figures or figure legends indicate sample sizes, statistical tests and *P*-values. Data distribution was determined before using parametric or non-parametric statistical tests. Statistical significance was assigned at *P*<0.05. All statistical tests were performed using Prism 7 software.

### HCR RNA-FISH staining

Samples were fixed for 24 h in 4% PFA at 4°C. Livers were washed three times for minutes in PBST (0.1% Tween 20 in PBS) on ice and permeabilised in 0.5% Triton X-100 in PBS rocking overnight. Livers were washed twice for 5 min on PBST and postfixed with 4% PFA for 20 min at room temperature. Livers were washed three times for 5 min on PBST. Samples were incubated in 1 ml probe hybridization buffer for 5 min. Afterwards, livers were incubated in 1 ml 37°C probe hybridization buffer for 30 min. Livers were incubated in 4 pmol probes overnight at 37°C with rocking. Livers were washed four times for 15 min with wash buffer at 37°C and washed again in 5×SSCT twice for 5 min. Samples were pre-amplified with 250 µl of amplification buffer for 10 min at room temperature. Samples were incubated with 6 µl of hairpin in 100 µl of amplification buffer. Excess hairpins were removed by washing twice for 5 min with 5×SSCT. Samples were nuclei counterstained using DAPI in 5×SSCT (1:1000) for 45 min, with a final wash of 15 min in 5×SSCT. Samples were mounted for imaging on a glass-bottom culture dish (MatTek Corporation) or stored at 4°C protected from light before imaging.

Two probes were designed, atf4a and fabp10a, for HCR RNA-FISH. Samples were scanned using Nikon SoRa Spinning Disk Confocal with a 10× and 20× dry lenses. Acquisitions were saved as TIFF or JPEG on Fiji of the original files.

### Bulk RNA-seq

Sham and injured livers at 1, 3 and 7 dpci were phenotyped under the fluorescent stereomicroscope (NSZ-606 Binocular Zoom fitted with a NightSea SFA light base) to confirm the presence of insult upon cryoinjury. In addition, three adult zebrafish livers were pooled per tube, discriminating between the injured border and liver tissue from other lobes. Finally, three replicates of three pooled livers were used for library preparation. Livers were transferred to a final volume of 300 μl of ice-cold TRIzol (Thermo Fisher Scientific) per tube on ice. Livers were homogenized using the mechanical homogenizer for 30 s on ice, with a plastic pestle, to ensure fine homogenization. RNA was extracted according to the manufacturer guidelines (Direct-zol RNA MiniPrep kit, Zymo Research). RNA quality was confirmed using an Agilent 4200 Tapestation System. Libraries were sequenced in Illumina NextSeq 500, with paired-end 75 bp reads to a depth of 15 M reads per sample. 7 dpf larvae bulk RNA-seq embryo liver datasets were obtained from GEO (accession number GSE195711; Vaidyanathan et al., 2022).

### Bioinformatic analysis

BCL files were converted to FastQ files on Galaxy using bcl2fastq2 (v2.20.0.422 – Illumina). Reads were mapped to the reference genome (Ensembl build 11, release 94) using Hisat2, version 2.1.0 (Kim et al., 2015), and counting was performed using featureCounts, version1.6.0 (Liao et al., 2014). For bioinformatics analysis, we compared sham-operated, 1, 3 and 7 dpci livers. Downstream analysis was performed in R, version 4.2.2 (R Core Team, 2018). Counts were normalized and differential expression between design groups was tested using the package EdgeR. Principal component analysis (PCA) plots, volcano plots and heatmaps were generated using the ggplot2 package, version 3.4.0 (Wickham 2016). For the enrichment, we selected all the Gene Stable IDs, translated them to Mus musculus Gene Stable IDs, and obtained the ENTREZIDs and SYMBOLs using biomaRt package (Durinck et al., 2005). Statistically significant genes were defined with the following thresholds, log2FC≥1.5 and *P*≤0.05. Transcriptional downstream signatures were examined using Gene Set Enrichment Analysis (GSEA v4.0.3) (Subramanian et al., 2005). Gene ontology analysis was carried out using Gene Ontology Panther (http://geneontology.org). Bulk RNA-seq data of livers collected at sham, 1 dpci, 3 dpci, and 7 dpci data have ben deposited in GEO under accession number GSE245878.

## Supplementary Material

10.1242/develop.203124_sup1 Supplementary information

Table S1. Bulk RNA-seq of normalised counts following cryoinjury

# Supplementary material for: Development of a hepatic cryoinjury model to study liver regeneration
**Source:** Development. 2024 Jul 31;151(15):dev203124. doi: 10.1242/dev.203124
**Supplement:** Supplementary information

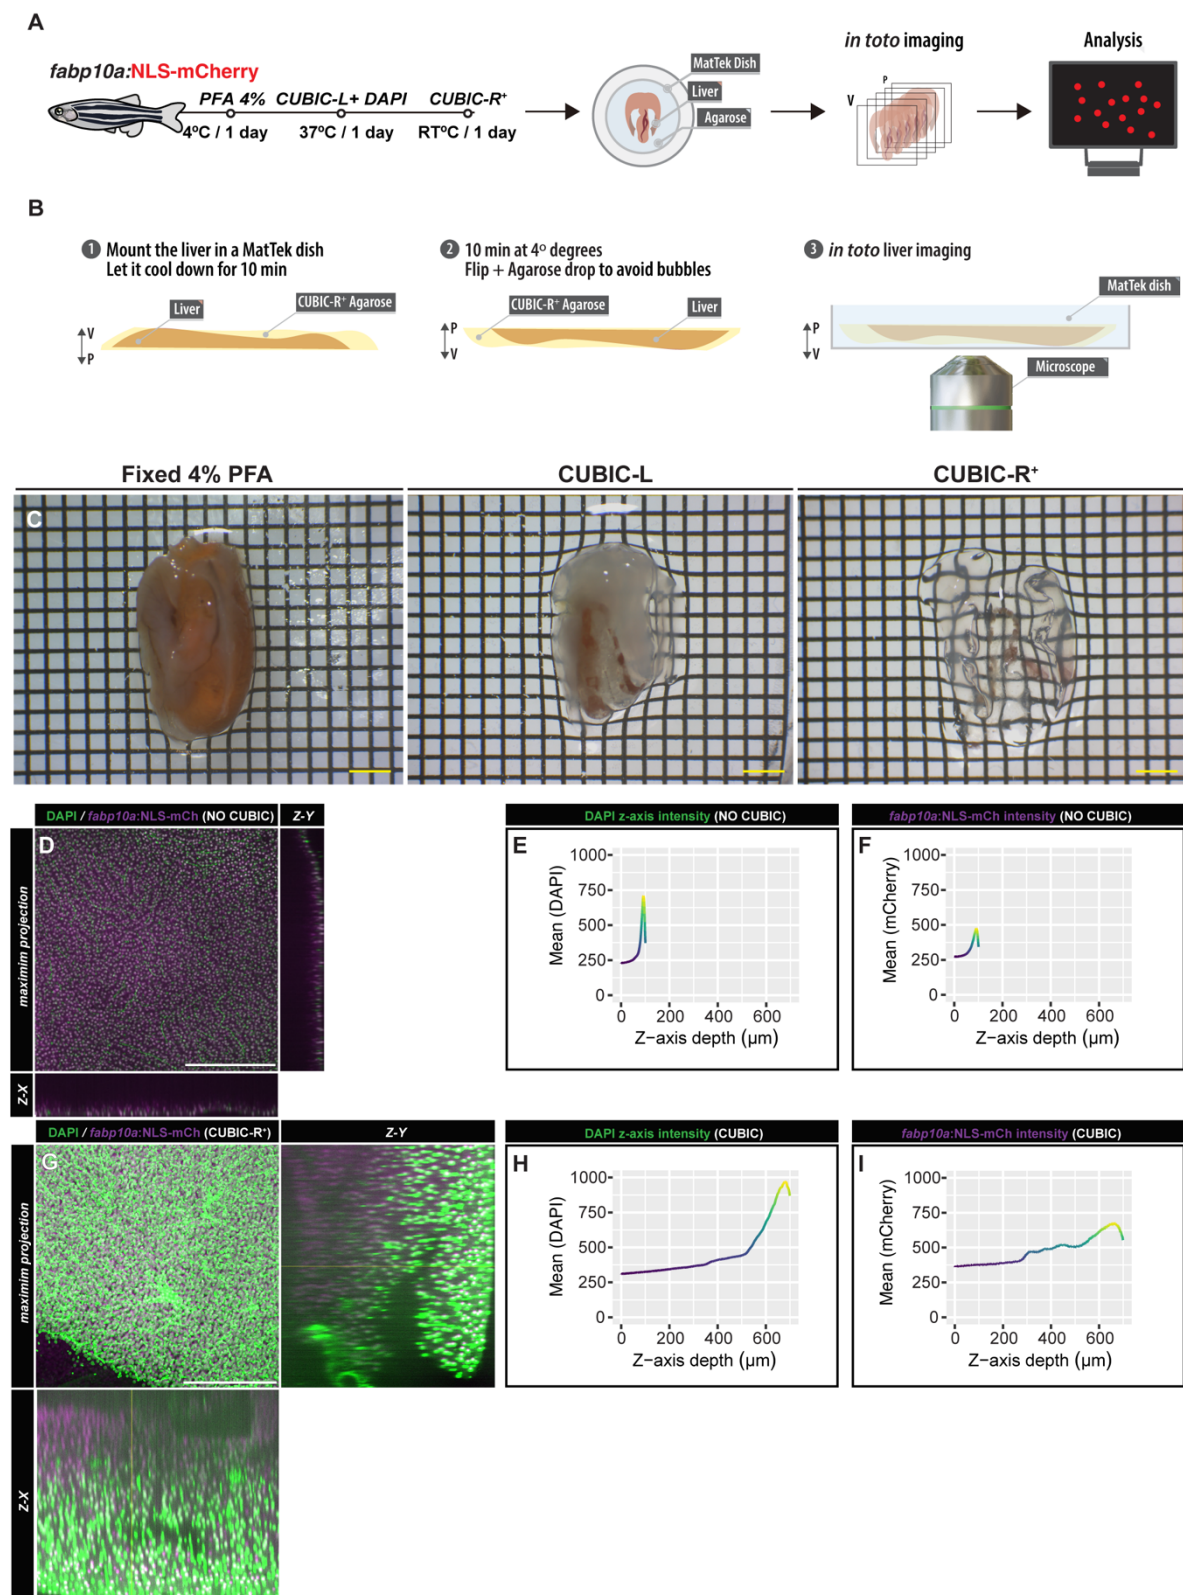

**Fig. S1. Pipeline for CUBIC-clearing dissected liver tissue.** A) Schematic representation of the liver CUBIC-clearing procedure for imaging the liver. B) Mounting strategy for imaging cleared livers. Livers are embedded in CUBIC-agarose within a MatTek dish,

positioning the IA facing-up. The CUBIC-agarose disc containing embedded livers is cooled down for 10 minutes at 4 degrees Celsius. Once the CUBIC-agarose disc solidifies, it is carefully flipped using forceps, and a drop of CUBIC-agarose is added to prevent bubble formation. Cleared livers are prepared for imaging from this point onwards. C) An example of the liver-clearing process during the CUBIC-clearing procedure. D and G) z-stack representative examples, with Z-X and Z-Y projections, of non-cleared (D) and CUBIC-cleared (G) *in toto* liver confocal acquisitions. E-F) Mean intensity of DAPI (E) and mCherry (F) along the z-axis in non-cleared *in toto* liver confocal acquisition. H-I) Mean intensity of DAPI (H) and mCherry (I) along the z-axis in CUBIC-cleared *in toto* liver confocal acquisition. Scale bars: 2 mm (yellow), 500  $\mu$ m (white).

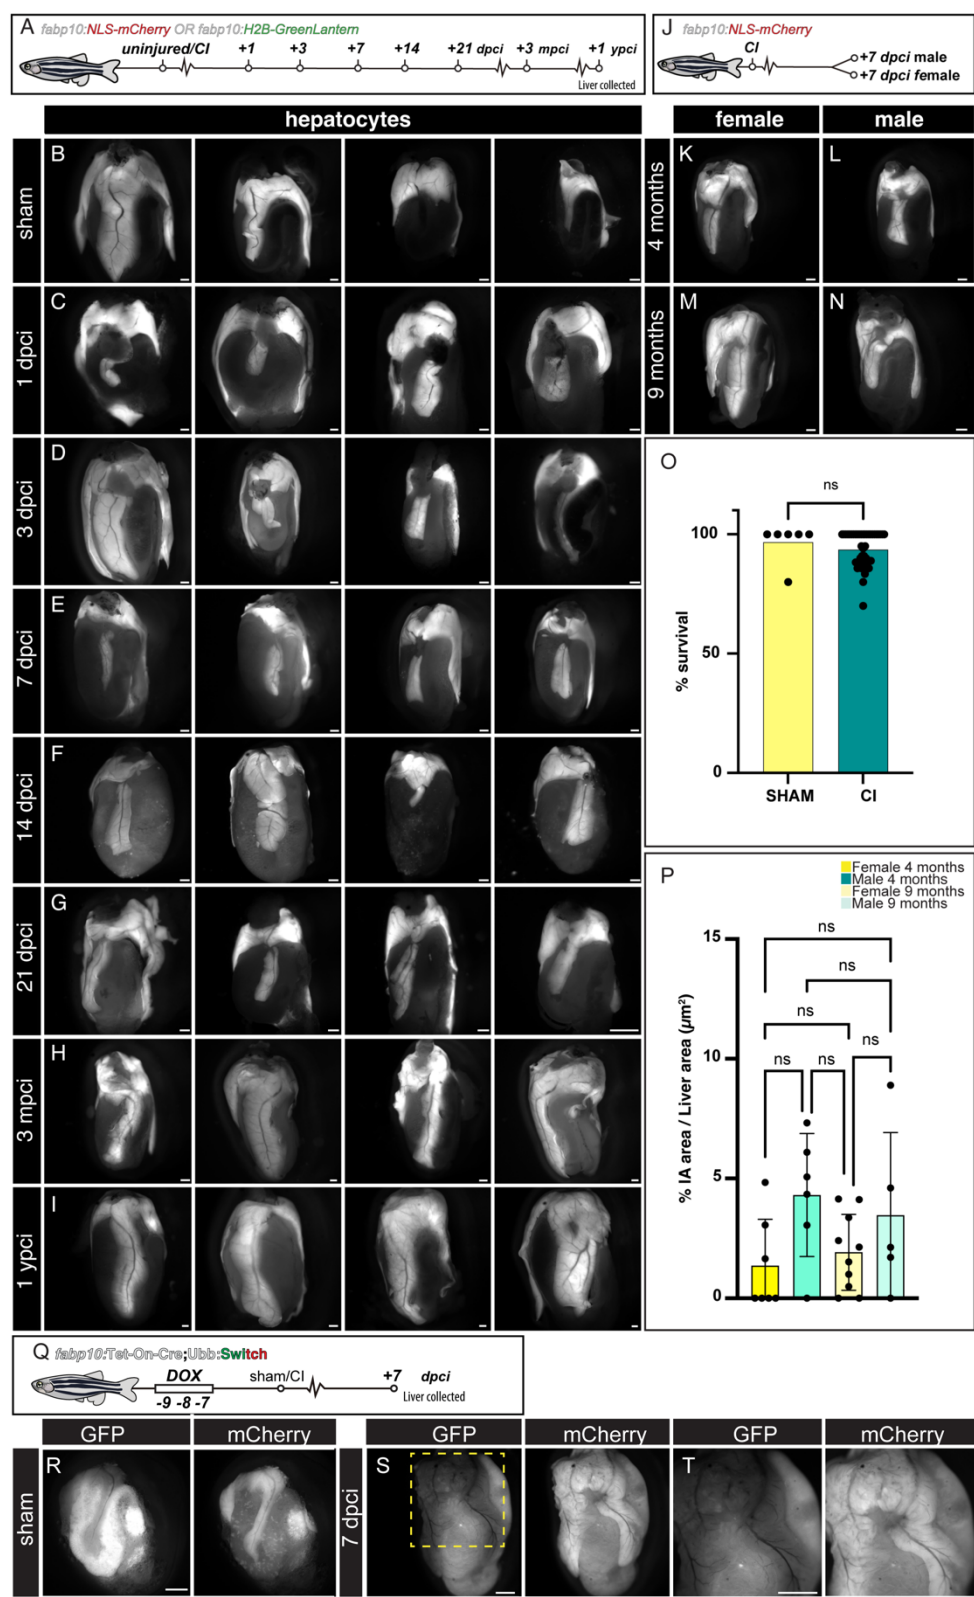

**Fig. S2. Temporal dynamics of liver regeneration in zebrafish following cryoinjury.** A) Schematic representation of the timing of sample collection following cryoinjury. B-I) Epifluorescence acquisitions of adult zebrafish *Tg(fabp10a:GreenLantern-H2B)* or *Tg(fabp10a:NLS-mCherry)* livers at different stages of regeneration upon cryoinjury. J) Schematic representation of the timing of sample collection following cryoinjury between female and male adult zebrafish. K-N)

Epifluorescence acquisitions of Tg(*fabp10a:NLS-mCherry*) livers in adult zebrafish differentiating between females (K and M) and males (L and N), as well as between those aged 4 (K-L) months and 9 months (M-N), at 7 dpci. O) Zebrafish survival upon cryoinjury (n= 444; survival= 92.97 %; *p*-value: 0.5843 unpaired Student's *t*-test). P) Quantification of the IA area (n= 6, 4, 8, 5), bars indicate mean and SD, *p*-values: one-way ANOVA followed by Tukey's multiple comparisons test). Q) Schematic representation of the timing of recombination and collection following cryoinjury. R-T) Epifluorescence acquisitions of adult zebrafish Tg(*fabp10a: Tet-ON-Cre; Ubb:Switch*) at sham and 7 dpci. CI: cryoinjury; Dox: Doxycycline; dpci: day post-cryoinjury; mpci: months post-cryoinjury; ypci: years post-cryoinjury. Scale bars: 500  $\mu$ m (B-I and K-N) and 1000  $\mu$ m (R-T).

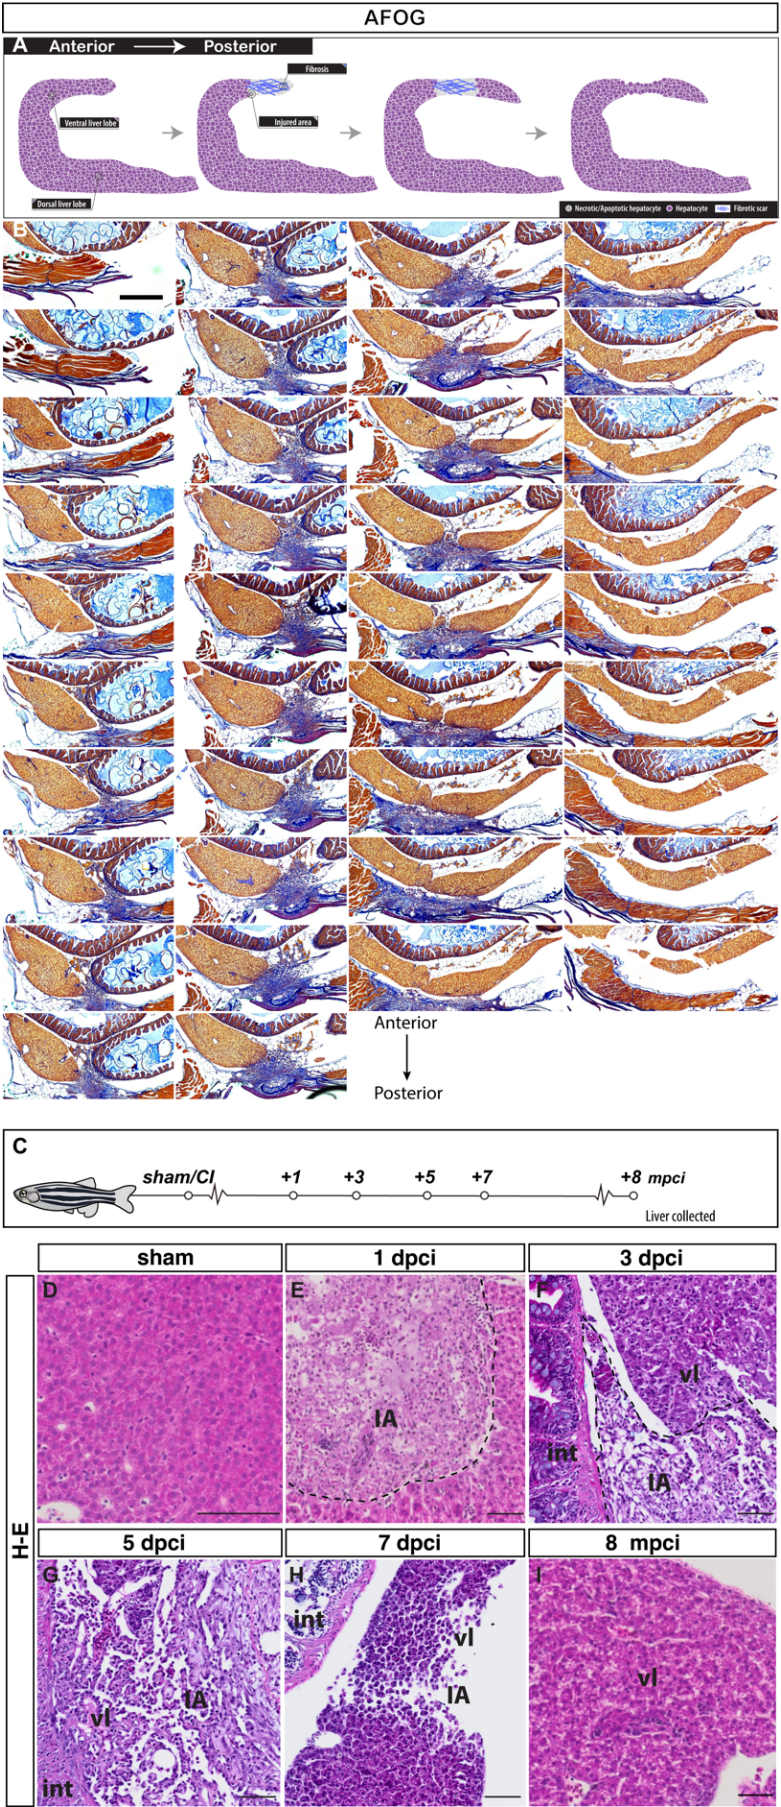

**Fig. S3. AFOG staining and histological appearance of regenerating livers following cryoinjury.** A) Schematic representation of the histology section plane across 5 dpci adult zebrafish liver. B) AFOG staining of consecutive sections of 5 dpci adult zebrafish liver. Anterior is towards the left, dorsal is towards the top. C) Representation of the timing of sample collection following cryoinjury for histological examination. D-I) H&E staining of adult zebrafish liver, sham (D), 1 day post-cryoinjury (dpci; E), 3 dpci (F), 5 dpci (G), 7 dpci (H), and 8 months post-cryoinjury (mpci; I). Blue: collagen; Red: cell debris and fibrin; IA: injured area; int: intestine; vl: ventral lobe. Scale bars: 500  $\mu$ m (B) and 50  $\mu$ m (D-H).

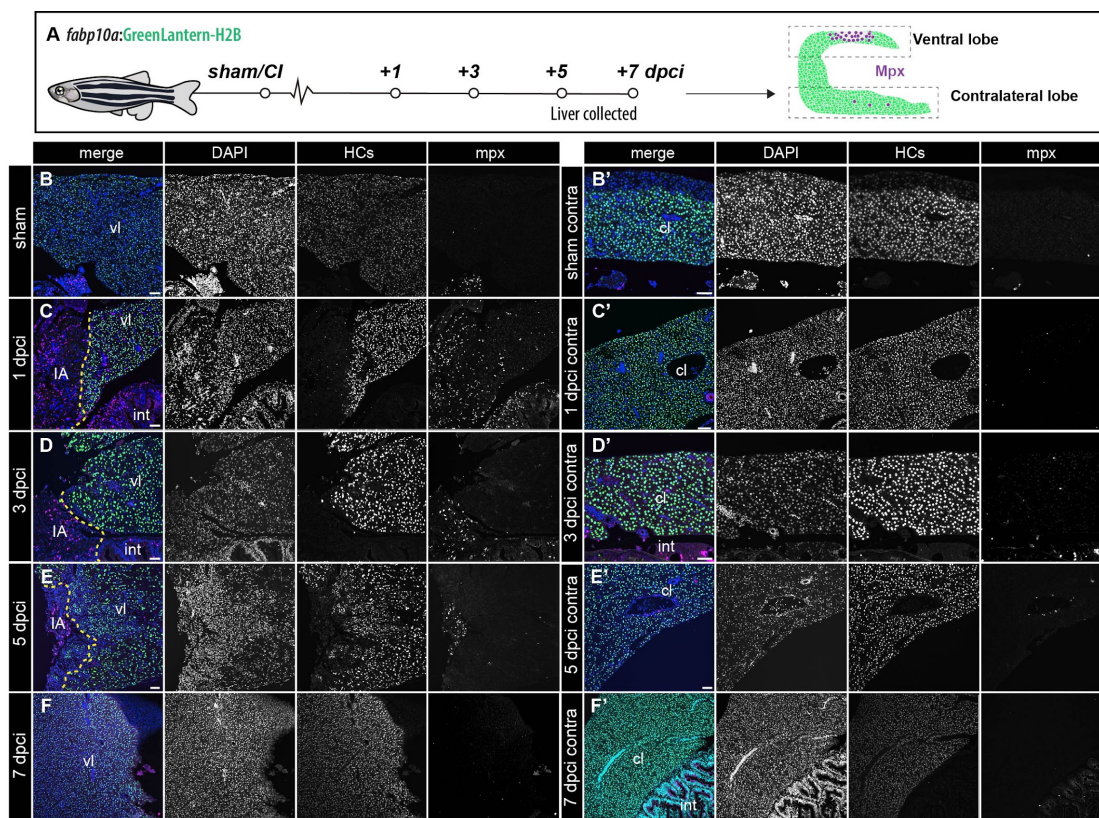

**Fig. S4. Neutrophils dynamics during liver regeneration upon cryoinjury.**

A) Schematic representation of the experiment workflow. B-F) Sections of livers from *Tg(fabp10a:GreenLantern-H2B)* animals at the indicated stages in ventral lobes compared to contralateral ones, immunostained to detect hepatocyte nuclei (GFP) and neutrophils (Mpx). cl: contralateral lobe; Dashed yellow line: border zone; IA: injured area. Scale bars: 50  $\mu$ m.

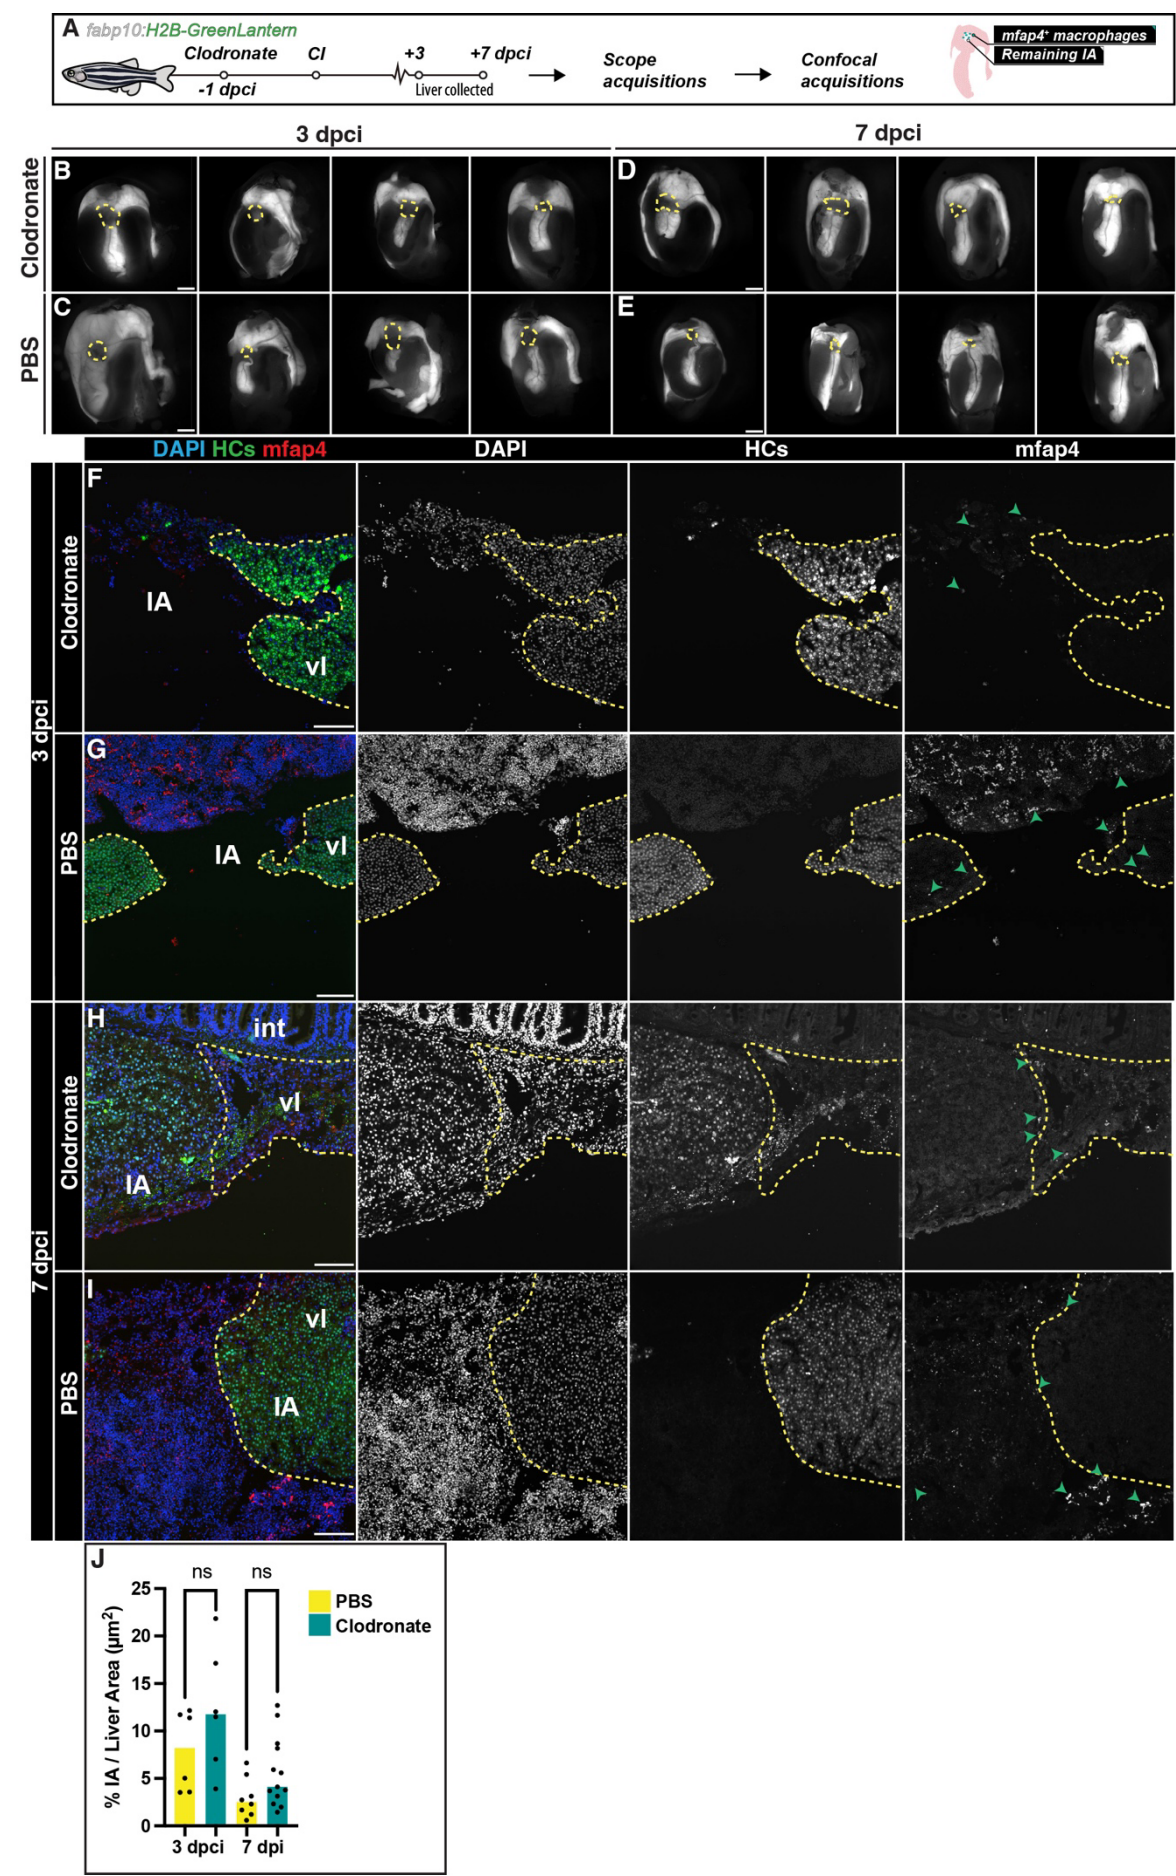

**Fig. S5. Clodronate effects on macrophages dynamics during liver regeneration upon cryoinjury.** A) Schematic representation of the timing of clodronate injection and sample collection following cryoinjury. B-E) Epifluorescence acquisitions of adult zebrafish of Tg(*fabp10a*:H2B-GreenLantern) livers at 3 dpci with clodronate and controls with PBS IP injections (B-C), and 7 dpci with clodronate and PBS IP injections (D-E). F-I) Adult liver sections from cryoinjured animals at 3 dpci (F-G) and 7 dpci (H-I), immunostained to detect HCs nuclei (GreenLantern) and macrophages (*mfap4*) in clodronate injected samples (F and H), and PBS injected controls (G and I). J) Quantification of the IA area (n= 6, 6, 8, 13), bars indicate median, *p*-values: one-way ANOVA followed by Tukey's multiple comparisons test. Dashed line: Border zone of the injured area; IA: injured area; int: intestine; vl: ventral lobe. Scale bars: 500  $\mu$ m (B-E), and 100  $\mu$ m (F-I).

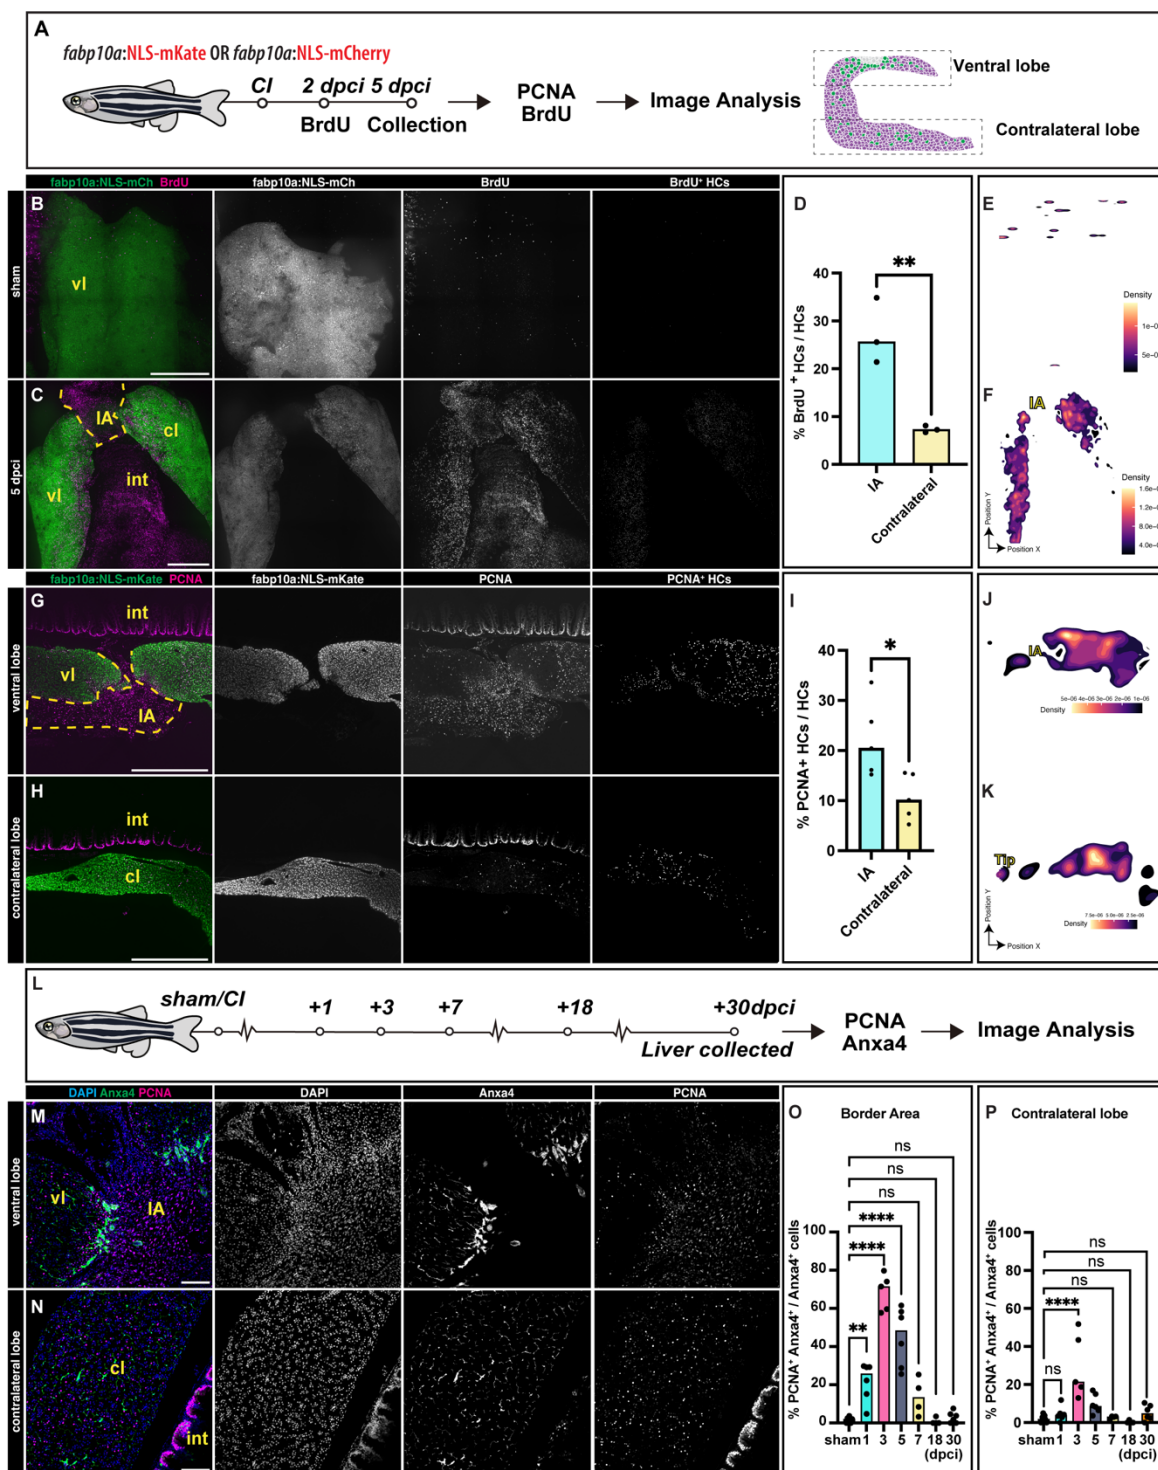

**Fig. S6. Cryoinjury induces local and distal compensatory hyperplasia.** A) Schematic representation of the timing of sample collection following cryoinjury for BrdU and PCNA analysis. B) *in toto* of BrdU-pulse labelling sham adult zebrafish confocal acquisition. C) *in toto* of BrdU-pulse labelling 5 dpca adult zebrafish confocal acquisition. D) Quantification of BrdU<sup>+</sup> mCherry<sup>+</sup> HCs vs total number of mCherry<sup>+</sup> HCs in the ventral lobe and contralateral one, bars indicate median, *p*-value: unpaired Student's *t*-test. E-F) *in toto* confocal acquisition segmentation of BrdU<sup>+</sup>/mCherry<sup>+</sup> HCs nuclei and density analysis using a Kernel Density Estimation (KDE) algorithm presented as a corresponding heatmap and quantification of the proliferating HCs density in sham animals (E) and 5 dpca (F). G) *in toto* of PCNA stained 5 dpca adult zebrafish confocal acquisition at the ventral lobe. H) *in toto* of PCNA stained 5 dpca adult zebrafish confocal acquisition at the contralateral lobe. I) Quantification of PCNA<sup>+</sup> mKate<sup>+</sup> HCs vs total number of mKate<sup>+</sup> HCs in the ventral lobe and

contralateral one, bars indicate median, p-value: unpaired Student's t-test. J-K) in toto confocal acquisition segmentation of PCNA<sup>+</sup>/mKate<sup>+</sup> HCs nuclei and density analysis using a Kernel Density Estimation (KDE) algorithm presented as a corresponding heatmap and quantification of the proliferating HCs density in the ventral lobe (J) and contralateral lobe (K). L) A simplified schematic illustrating the collection of livers following cryoinjury for PCNA<sup>+</sup> and Anxa4<sup>+</sup> biliary epithelial cells (BECs). M-N) Adult liver sections from cryoinjured animals at 5 dpci, immunostained to detect proliferation (PCNA) and BECs (Anxa4). O-P) Quantification of PCNA<sup>+</sup> Anxa4<sup>+</sup> BECs vs total number of BECs in the injured border area (O) vs contralateral lobe (P) from the indicated cohorts, (n = 6, 5, 5, 6, 4, 4 and 6; error bars representing SD; p-values: one-way ANOVA followed by Tukey's multiple comparisons test). Dashed line: Border zone of the injured area; dpci: days post-cryoinjury; IA: injured area; int: intestine; vl: ventral lobe. Scale bars: 500  $\mu$ m.

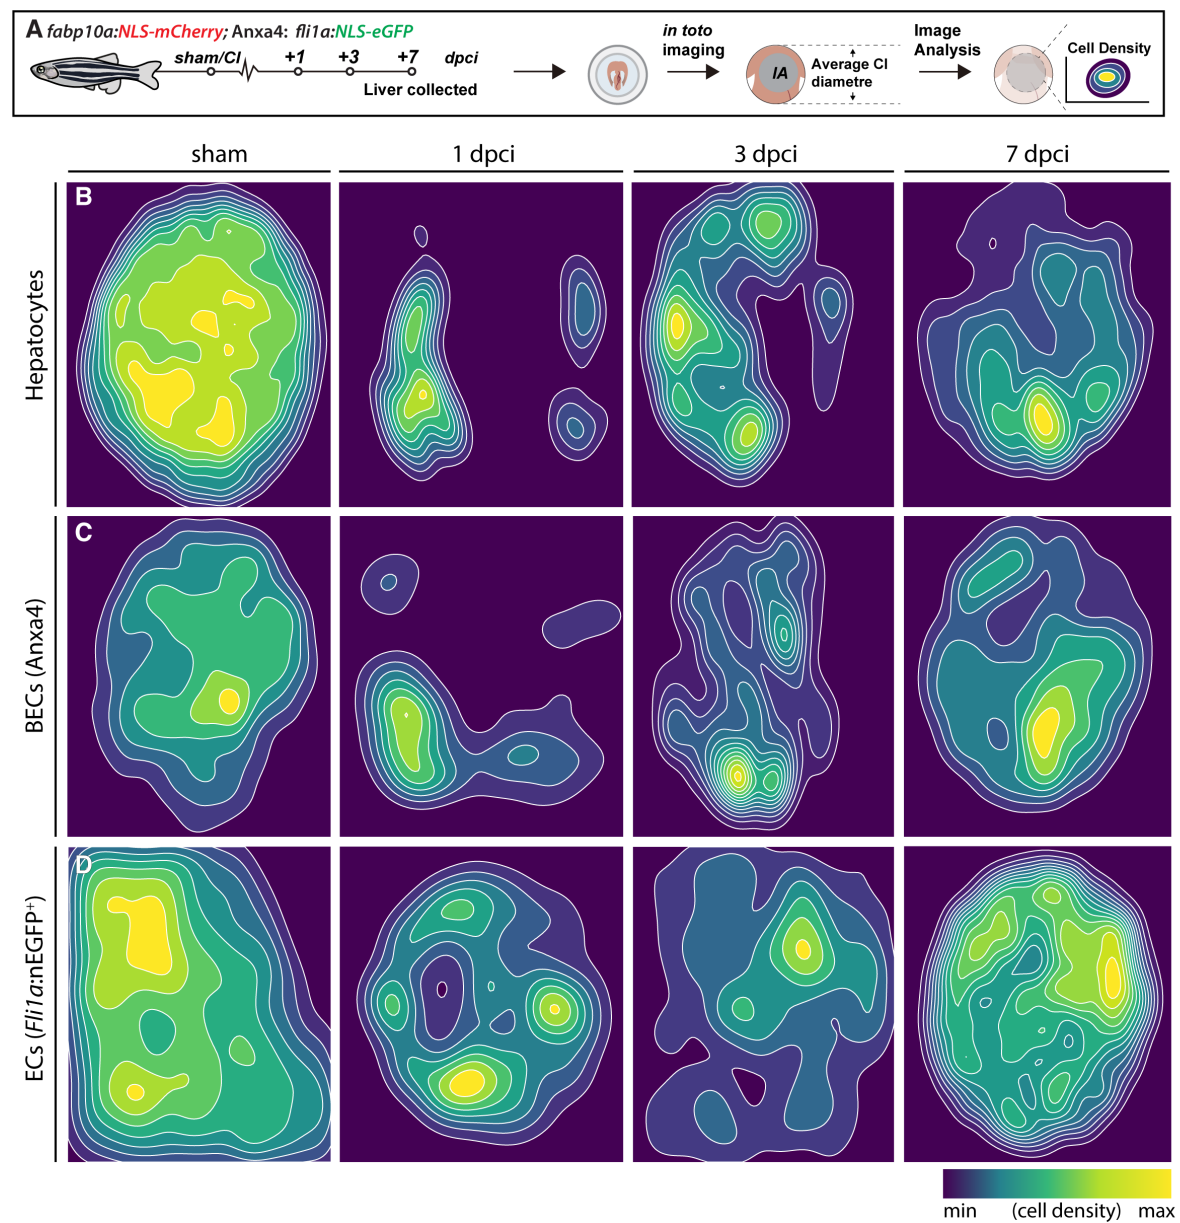

**Fig. S7. Cell density visualisation following cryoinjury.** **A**) Schematic workflow from data acquisition to image analysis. **B-D**) Region of interest (ROI) represents the integration of four independent datasets within the average injured area size of adult livers. **(B)** *Tg(fabp10a:NLS-mCherry*; n: 4), **(C)** immunostained against Anxa4 (n: 4), **(D)** *Tg(fli1a:NLS-eGFP*; n: 4) zebrafish. The probabilistic location of HCs (**B**), BECs (**C**), and ECs (**D**) is represented as a density plot over the first seven days of liver repair upon cryoinjury.

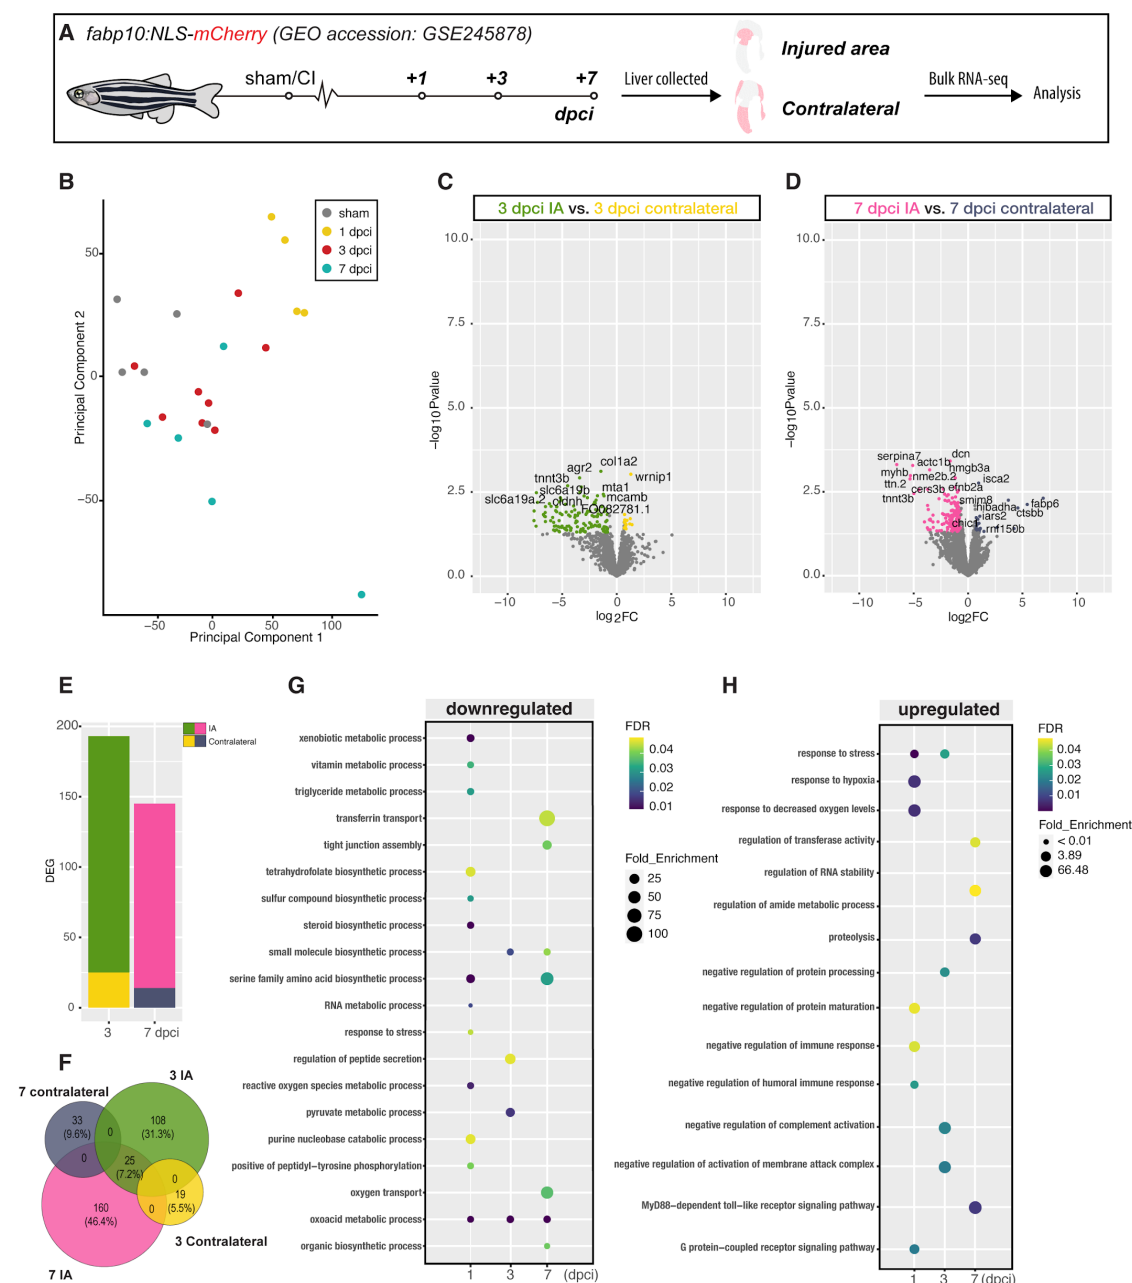

**Fig. S8. Comprehensive Gene Ontology (GO) Analysis of Regenerating Liver Tissue.** A) Graphical illustration of the collection process (IA or Contralateral lobes) for liver repair stages following cryoinjury and sequencing. B) Principal Component Analysis (PCA) of sham-operated and injured ventral lobes at different stages including sham, 1, 3, and 7 dpi (Technical replicates = 4 per timepoint; livers = 16 per timepoint). C-D) Volcano plot representing Bulk RNA-seq data from the IA compared to Bulk RNA-seq data from contralateral liver lobes at 3 (C) and 7 (D) dpi. DEGs ( $FC \geq 1.5$  (Yellow or Navy Blue) or  $\leq -1.5$  (Green or Pink);  $P \leq 0.05$ ) with top DEG annotated. E) Bar plot representing the number of upregulated and downregulated DEGs in IA and contralateral lobes at 3 and 7 dpi. F) Venn diagram representing DEGs in IA and contralateral lobes at 3 and 7 dpi. G-H) GO-enrichment analysis of IA Bulk RNA-seq data showing both downregulated (G) and upregulated (H) terms during liver regeneration following cryoinjury in the IA of the ventral lobe.

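A principal component analysis of log2 CPM with TMM factors over the 17 samples gave 32.2% of the variance to PC1 and 12.25% to PC2. The samples at 1 dpci lay between 63.5 and 93.3 on PC1, above every other sample. The next was replicate 4 at 3 dpci, at 26.9. On PC2, sham replicates 1 to 4 lay between −62.7 and −9.59 and sham replicate 5 at 31.1.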

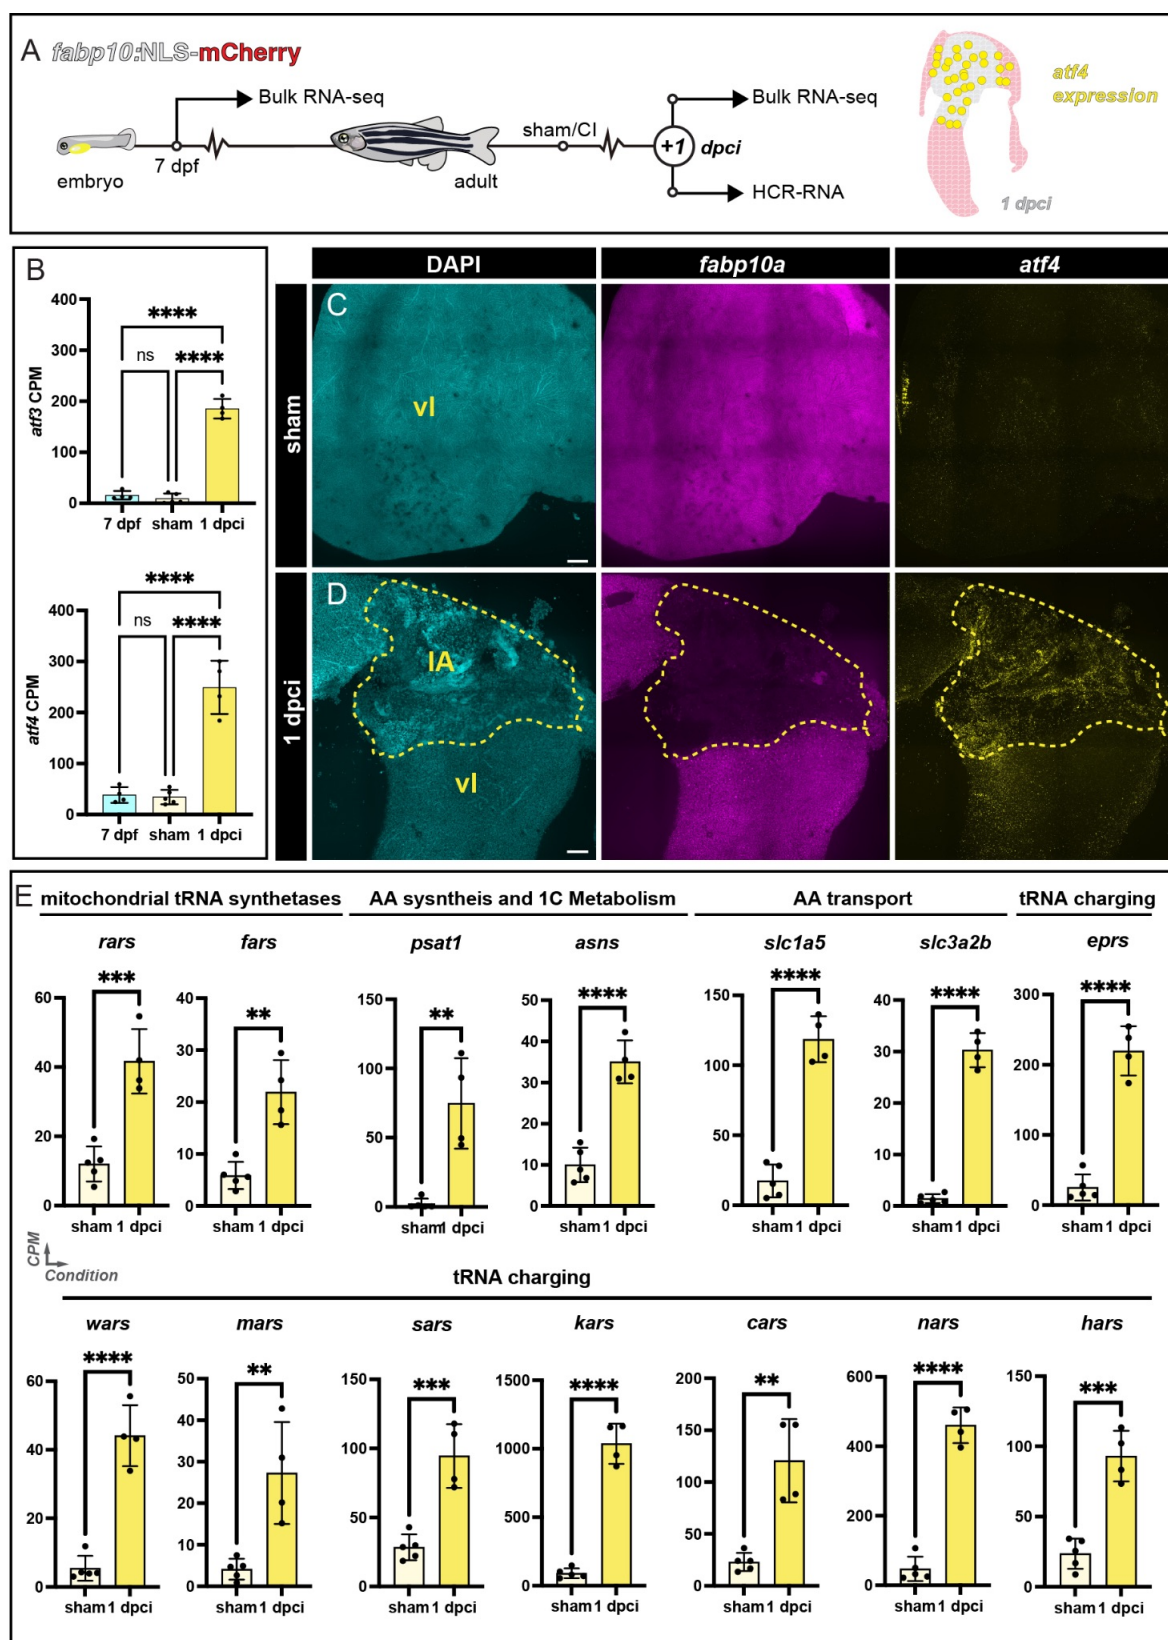

**Fig. S9. Upregulation of the Integrated stress response (ISR) upon cryoinjury in the zebrafish.** A) Graphical illustration of the collection process for sequencing. B) *atf4* and *atf3* CPM of Bulk RNA-seq livers during developmental (7 dpf), sham and 1 dpf samples. C-D) *fabp10a* and *atf4* HCR staining in sham (C) and 1 dpf (D) adult livers. E) Analysis of Atf4 downstream targets upon cryoinjury in Bulk RNA-seq samples of sham and the IA of 1 dpf adult livers. Dashed line: Border zone of the injured area; dpf: days post-fertilisation; IA: injured area; vl: ventral lobe. Scale bars: 200  $\mu$ m.

## **Table S1. Bulk RNA-seq of normalised counts following cryoinjury**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.203124#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

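The bulk RNA-seq of adult zebrafish livers was re-analysed in 17 samples, 5 sham-operated and 4 each at 1, 3 and 7 dpci. The authors made the counts by mapping paired-end reads with Hisat2 to the Ensembl zebrafish genome and counting them per gene with featureCounts. Whether strand was used and how reads with several positions were treated is not stated. The authors restricted the counts to 8513 entries by a filter that the paper's text does not name. The authors' CPM values are each count divided by its column total, and the same division of the counts here gave the same values to within 0.0005 CPM. Of the names in the table, 7804 (91.67%) matched a symbol or synonym of the reference, and no genome coordinates were used. The contralateral lobe, the larval samples, imaging and histology were not analysed here.

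Samples were grouped by the condition in their labels. The counts were tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM factors and the quasi-likelihood test on 1 fit of all samples with a mean for each condition. The comparisons were 1, 3 and 7 dpci against sham, and 3 and 7 dpci against 1 dpci. Genes were counted at a log2 fold change of 1.5 and a P of 0.05, the thresholds of the methods, which do not say whether P was adjusted. The unadjusted P was used here, and the genes were counted again with Benjamini-Hochberg adjustment over the 8412 entries tested. CPM values are given as mean ± SD. The log2 CPM used for correlations and principal components carried a prior count of 2. A group whose samples all had at most 3 counts was treated as being at the floor, and folds against it are lower bounds. At the depths of 4743533 to 6800961 counts per sample this precision covers counting error only, and not the variation between pools.

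The genes named in the text are those the paper names for its RNA-seq in the text, in Fig. 7B-D, Fig. 7H and Fig. S9, and for each time point the 5 genes with the largest rise and the 5 with the largest fall. These had to pass the adjusted threshold, have a mean of at least 5 CPM and separate every sample of the 2 groups. The name *farsa* for the label *fars* was chosen after seeing the table. In place of the Hallmark sets, 8 gene lists were written by hand and tested at 3 time points with the camera test of limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 24 tests. A further 7 lists of cell and tissue genes gave 21 tests that were adjusted together.

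The fit, the thresholds, the 8 lists, the rule for named genes and most alternatives were set before the data were examined. These alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0, edgeR's exact test, no filter on low counts, a linear fold change of 1.5, a fit of only the 2 groups compared, the replicate number as a block, vitellogenin genes removed or used as a covariate, an inter-gene correlation estimated from the data, and each replicate left out in turn. The replicate numbers used for the block come from the sample labels. Column totals as the scaling and the 1 dpci samples summed in 2 pairs were added after seeing the data. Other splits of the samples were refitted, with 100 drawn per comparison where there were more.

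The tests were tried on simulated data with 200 changed genes among 8377. The quasi-likelihood test recovered 75% of genes changed by a log2 fold change of 2 and 91% of those changed by 3, with 4 false calls. DESeq2 recovered 85% and 96% with 14 false calls, the exact test 80% and 94% with 13, and the fit with the replicate block 64% and 88% with 4. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.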

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

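The tests of a mixed sample, of the lipogenic genes, of chance variation of the pancreas list, of muscle tissue and of the scaling of the leukocyte and acute phase lists were chosen only after the result was seen. Among 313 groups of samples, 29 held a sample far from the others by Dixon's test, where chance gives 15.65. All values for single genes in this part are CPM after TMM scaling, with the range of the other samples of the group in brackets.

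Replicate 4 at 3 dpci stood apart for 7 genes. These were *rars* at 19.29 (11.33 to 12.68), *chd2* at 54.79 (38.98 to 40.19), *si:dkey-22i16.7* at 332 (0.2944 to 2.515), *gamt* at 0.2367 (0 in the others), *ggt1a* at 7.219 (0 to 0.1472), *rln3a* at 6.391 (0 to 0.6287) and *nr0b2b* at 4.616 (0 in the others). The *gamt* value rests on 2 counts. Of the others, *ggt1a*, *rln3a* and *nr0b2b* are among the genes with the largest rise at 1 dpci, and this sample also kept more of the 1 dpci change than the other 3 samples. RNA of 1 dpci livers mixed into the sample would leave about the same share of the 1 dpci level in every such gene. Over the 6 genes at the floor in sham and in the other 3 dpci samples, the share ran from 2.105% to 35.75% (10th to 90th percentile, median 13.69%), a 16.98-fold spread. The 1 dpci pools differ among themselves in such genes, with *rln3a* at 12.31 to 516.8 CPM by column totals, so this spread alone settles nothing. Other genes go against a mixture. *MFAP4 (1 of many)* was 306.6 to 618.6 in the 1 dpci samples and 6.864 in this sample, below the 20.96 to 34.92 of the other 3 dpci samples, and *si:dkey-22i16.7* was at most 11.53 at 1 dpci. No other explanation was tested.

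At 7 dpci, replicate 1 stood apart for *marco* at 8.239 (10.26 to 10.67), *BX908782.2* at 1051 (24.14 to 42.1), *si:dkey-7i4.24* at 39.67 (0.8206 to 6.456), *lect2l* at 72.17 (2.565 to 14.11) and *nr0b2b* at 3.814 (0 to 0.4924). Replicate 2 stood apart for *kdrl* at 2.626 (4.912 to 5.188), *chmp5b* at 10.18 (18.16 to 18.53), *ctsd* at 34.63 (16.02 to 16.98), *rln3a* at 1.969 (0 to 0.2807) and an uncharacterized gene, the last of the 5 with the largest fall at 1 dpci, at 98.31 (0.1403 to 6.866). Replicate 3 stood apart for the share of counts on mitochondrial entries, 45.59% (27.96% to 30.95%), for *oatx* at 58.98 (2.79 to 10.99) and for *dao.3* at 35.69 (2.947 to 8.239). At 3 dpci, *dao.3* was 12.37 in replicate 1 (0.5917 to 2.208) and *cyp39a1* was 18.94 in replicate 3 (0 to 3.091). Reads of *BX908782.2* can be shared with its near copy. No biological explanation was tested for these samples.

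Among sham samples, *psat1* was 8.718 in replicate 5 (0.3689 to 1.749), *agtr2* 8.438 in replicate 4 (2.398 to 3.789), *txnipa* 69.37 in replicate 3 (31.14 to 39.47), *rln3a* 0.9093 in replicate 2 (0 to 0.2028) and *nr0b2b* 0.1844 in replicate 1 (0 in the others), the last from 1 count. *thrsp* was 3048 in replicate 3 (1.014 to 751.6) and *gck* 1153 in replicate 1 (1.622 to 19.82). Both are on a list of lipogenic and sterol synthesis genes, and its 27 tested genes varied between sham samples with a mean SD of 1.773 on the log2 scale, at the 100th percentile of lists matched on expression (their median was 0.71). In 0 of 4 samples at 3 dpci was the summed CPM of this list at or above the lowest of sham replicates 1 to 4, and in 3 of 4 it was with sham replicate 5 included. A library series that sham replicate 5 shares with the injured livers would give this at 3 dpci, and the 7 dpci samples, which carry low library numbers too, were divided. The sums of replicates 1 and 3 at 7 dpci, 5905 and 4633, lay within the 3261 to 13588.0 of sham replicates 1 to 4, with *thrsp* at 686.7 and 172.2. Those of replicates 2 and 4, 2327 and 2141, lay below it, with *thrsp* at 6.893 and 3.789. Replicates 2 and 4 are the libraries whose headings lack the letter R, so the division at 7 dpci also follows the labels. A series shared by all injured livers would not alone give the sums of replicates 1 and 3. Livers that differed in feeding or lipogenic state are a candidate explanation for the variation of these genes, which no test here addresses, and the fall of *thrsp* at 3 dpci is not attributed to the injury here.

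The changes at 1 dpci differed from those later when the time points were compared directly. Between 1 and 7 dpci 1195 genes changed, and between 1 and 3 dpci 692 genes changed, past the adjusted threshold of edgeR's quasi-likelihood test. Of the 8 splits of these 8 samples that part as many same-numbered pairs, 1, the real one, gave as many genes in each comparison, and of the 27 other splits 0 did, with 8 splits too few for a share under 0.05. Over all 35 splits, 1 gave as many. The highest other split gave 36 genes between 1 and 3 dpci and 1 gene between 1 and 7 dpci. These values argue against an arbitrary grouping of the samples, although the 1 dpci samples form pairs and may not be independent. The injured samples all carry lower library numbers than sham replicates 1 to 4, so these direct comparisons are not between those series. The samples at 1 dpci have library numbers 17 to 22, which no other sample shares. For them, neighbouring numbers and time point cannot be told apart. The library numbers at 3 dpci, 27 to 33, overlap with those at 7 dpci, which are 9, 11, 30 and 31.

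Of the 21 tests of marker gene lists drawn up here, 12 passed the adjusted threshold of limma's camera, 3 of them with the list higher than in sham and 9 with it lower. The inter-gene correlation was set at 0.01 in these tests and was not estimated from the data for these lists. The exocrine pancreas genes had a mean pairwise correlation of 0.8264, so the p-values of that list are likely too small. Its summed CPM in replicate 4 at 7 dpci, 40133.2, lay above every sham sample. The exocrine pancreas list was lower at each time, with medians of −3.301, −2.792 and −0.9242 at 1, 3 and 7 dpci, in 4, 4 and 3 of 4 samples (limma camera with Benjamini-Hochberg adjustment, adjusted p = 1.45e-07, 1.04e-13 and 1.22e-05). The erythrocyte list was lower too, with medians of −2.705, −1.251 and −1.135, in 4, 3 and 4 of 4 samples (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.00658, 0.00117 and 0.000294). At 1 dpci the intestine, lipogenic and skeletal muscle lists were lower as well, with medians of −2.841, −1.827 and −3.211, each in 4 of 4 samples (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.0108, 0.0108 and 0.0418). The summed CPM of the lipogenic list at 1 dpci, 1471 to 1530, lay above the 997.1 of sham replicate 5. On that measure its fall rests on sham replicates 1 to 4, and 2 of 4 samples lay below every sham sample on the list's median.

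The other 3 lists were higher. At 3 dpci the 26 acute phase genes had a median log2 fold change of 0.6202, with 22 genes higher and all 4 samples above every sham sample (limma camera with Benjamini-Hochberg adjustment over 21 tests, adjusted p = 0.00039). The 27 leukocyte genes had a median of 0.9044, with 23 genes and 4 of 4 samples higher, 2 of them above every sham sample (limma camera, adjusted p = 8.38e-06). With column totals their medians exceeded that of all genes by 0.5918 and 0.8072, a difference that changes little with any scaling and so does not bear on whether the scaling accounts for the rises. Over sham replicate 5 alone the acute phase list kept 1.95 times and the leukocyte list 1.483 times its rise over the other 4 sham samples, against what a library series shared by sham replicate 5 and the injured livers would give. The summed CPM of the leukocyte list was divided. It was 2516 in sham replicate 5, above the 928.9 to 1908 of the other sham samples and the 2153 of replicate 4 at 3 dpci. Replicates 1, 2 and 3 at 3 dpci lay above sham replicate 5, at 5230, 4709 and 4650. With column totals sham replicate 5 was at 2583 and the lowest sample at 3 dpci, replicate 4, at 2913. Over sham replicate 1 alone the leukocyte list kept a share of 0.2443. At 1 dpci the acute phase list went the other way, with a median of −0.7919, 18 of the 26 genes lower and all 4 samples below every sham sample. It did not pass there (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.201). An acute phase response and leukocytes in the injured liver are a hypothesis for the rises at 3 dpci, found and tested on the same data. At 7 dpci the 7 skeletal muscle genes had a median of 2.781, with 7 genes and 2 of 4 samples higher (limma camera, adjusted p = 0.0418). Of their summed CPM at 7 dpci 84.32% lay in replicate 3, so muscle tissue carried over with that pool is a candidate explanation.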

How the results depend on the processing

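Column totals, the samples at 1 dpci summed in pairs and the tests read from them were chosen only after the result was seen. Among the alternatives set before the data were examined, leaving aside single replicates, 661 values for single genes kept their direction and their side of the adjusted threshold, 65 passed it only under the alternative, 5 no longer passed it and 3 changed sign. For the gene lists, 60 of 64 values were the same and 4 no longer passed. Of the counts of genes, 79 stayed within 1.5 times and 20 did not. Removing the vitellogenin genes, DESeq2's size factors in edgeR and no filter on low counts moved none of these counts by more than 1.5 times.

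With DESeq2, 114 genes passed the adjusted threshold at 3 dpci and 4 at 7 dpci, against 1 and 0. On DESeq2's statistics the median of the G2/M list at 3 dpci was 0.16 and it no longer passed limma's camera. With edgeR's exact test, 85 and 4 genes passed at 3 and 7 dpci, and the lists were not run. In simulated data with genes changed at 1 dpci, both tools made more false calls there than the quasi-likelihood test and also recovered more changed genes. At 3 dpci, where no change was simulated, DESeq2 and the exact test each made 2 calls and the quasi-likelihood test 0. False calls at that rate would not give 114 or 85 genes. A linear fold change of 1.5 gave 1311 higher and 1813 lower genes at 1 dpci (58.03% fell, against 68.38%), 466 and 492 at 3 dpci, and 380 and 345 at 7 dpci. It also gave 2008 genes past the adjusted threshold at 1 dpci, 136 shared by the 3 time points, against 35, and 1936 between 1 and 7 dpci, against 1195. It was run for the counts of genes only. With only the 2 groups compared in a fit, 0 genes passed at 3 dpci, 46 genes were lower at 7 dpci and 21 were shared. With the vitellogenin covariate, 14 genes passed at 3 dpci, 31.74% of the called genes fell at 7 dpci, against 44.85%, and hand2 at 3 dpci was −0.05389. With the inter-gene correlation estimated, limma's camera gave p = 0.0612 for the unfolded protein response list at 1 dpci (median 0.6892) and p = 0.2975 for the G2/M list at 3 dpci (median 0.1581). The cause of these changes was not tested.

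The samples with the same replicate number are different animals, and their deviations from the group means did not go together (mean correlation −0.006333, exact permutation p = 0.534 over 13824 arrangements). By pair of groups the mean correlation was 0.04443 for sham and 1 dpci, −0.03805 for sham and 3 dpci and 0.1491 for sham and 7 dpci. Only sham has a replicate 5, so a block by replicate number also takes sham replicate 5 out of every contrast. Its effects cannot be read as those of pairing alone. With the replicate number as a block, 239 genes were higher at 3 dpci and 27 passed the adjusted threshold there, 135 genes were higher and 93 lower at 7 dpci, 81 genes were shared by the 3 time points, the G2/M list at 3 dpci had a median of 0.1684 and did not pass limma's camera, *hand2* at 3 dpci was −0.1611 and *ndufs7* at 7 dpci 0.1036.

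With column totals, 1768 genes were higher and 435 lower at 1 dpci (19.75% fell), 381 and 78 at 3 dpci (16.99% fell, against 49.83%), and 196 and 33 at 7 dpci (14.41% fell). At 1 dpci 2042 genes passed the adjusted threshold, and 59 were shared by the 3 time points. *marco* at 1 dpci was 0.6211 and *agtr2* at 3 dpci 0.28, both below the shift of all genes. With the samples at 1 dpci summed in 2 pairs, 534 genes passed at 1 dpci and 488 between 1 and 7 dpci. Under these 2 alternatives limma's camera kept the direction and the side of the threshold for 16 of 16 values for gene lists. Camera compares a list with all other genes and does not respond to a shift of all genes, and with column totals the median of the fatty acid list at 1 dpci was 0.01329, that of the bile acid list at 1 dpci −0.1928 and that of the G2/M list at 3 dpci 0.6261.

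Across the 17 fits that each left out one replicate, 0 to 35 genes passed the adjusted threshold at 3 dpci, 143 to 238 were higher at 3 dpci, 75 to 173 higher and 65 to 158 lower at 7 dpci, and 28 to 79 were shared. The G2/M list at 3 dpci ran from 0.0996 to 0.2636 and no longer passed without sham replicate 2, sham replicate 5, or replicate 3 or 4 at 3 dpci. Of the single genes, *gck* at 7 dpci ran from −4.246 to 0.5664, *mir29a-1* at 7 dpci from −0.07349 to 1.179, *hand2* at 3 dpci from −0.2585 to 0.4392, *kdrl* at 3 dpci from −0.3346 to 0.3208, *marco* at 1 dpci from −0.8909 to 0.4951, *agtr2* at 3 dpci from −0.4281 to 0.1641, *ndufs7* at 7 dpci from −1.465 to 0.1828 and *lect2l* at 7 dpci from −0.7656 to 1.328. In the other fits for single genes 1523 values were the same, 27 passed the threshold anew and 17 no longer passed.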

Differences from the paper's values

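The readings by column totals were chosen only after the result was seen. At 7 dpci the paper's text states 290 lower genes, and the count here was 74. Of the 9 alternatives set before the data were examined, the linear fold change of 1.5 came within 1.5 times the paper's number, with 345, and the other 8 did not, nor did any of the 17 fits that left out one replicate. Under that setting all the other counts of higher and lower genes in the text lay more than 1.5 times from the values here. Fig. 7E shows about 290 genes higher at 7 dpci, read by eye, the reverse of the text, and the count here was 91. The linear fold change of 1.5 gave 380, the other 8 alternatives and the 17 fits did not come within 1.5 times, and column totals, chosen after seeing the values, gave 196.

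In the Venn diagram of Fig. 7F, read by eye, about 210 genes changed only at 7 dpci, and the count here was 61. None of the 9 alternatives closed this gap, and of the 17 fits that left out one replicate the one without replicate 1 at 7 dpci did, with 165. Fig. 7F gives about 81 genes at 1 and 7 dpci, against 51 here, and DESeq2 (61) and edgeR's exact test (55) came within 1.5 times, as did 5 of the 17 fits. It gives about 38 genes at 3 and 7 dpci, against 18 here, and the replicate block (28) and the vitellogenin covariate (37) closed this gap, as did 2 of the 17 fits and, chosen after seeing the values, column totals (40). It gives about 60 genes at all 3 time points, against 35 here, and DESeq2 (44), the exact test (41) and the replicate block (81) closed this gap, as did 5 of the 17 fits and, chosen after seeing the values, column totals (59).

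The paper states that endothelial, hepatoblast and immune cell genes rise at 1 dpci. Here *sall4* and *il6st* passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *dll4*, *kdrl*, *hhex*, *cdh1*, *c1qbp* and *marco* did not, although with column totals, chosen after seeing the values, *dll4*, *kdrl*, *hhex*, *cdh1* and *c1qbp* passed. *dll4* also passed with the replicate block and without sham replicate 5, which are not separate checks. Only sham has a replicate 5, so the block takes that sample out of the contrast too. Outside the genes of Fig. 7H, *MFAP4 (1 of many)* passed at 1 dpci with a log2 fold change of 7.31, and it carries the name of the paper's macrophage stain. The summed CPM of the leukocyte list at 1 dpci also lay above every sham sample on both scales, although its median was −0.3249 with TMM factors. At 3 dpci the paper states that BEC, hepatocyte and HSC genes rise. Here none of *lgals2b*, *anxa4*, *tm4sf4*, *tfa*, *cp*, *fabp10a*, *socs3a*, *agtr2* and *hand2* passed the adjustment at 3 dpci against sham. The log2 fold changes of *fabp10a* and *agtr2* with TMM factors were −1.145 and −0.234, neither of them told apart from 0. The sign of *agtr2* turned with column totals. The paper describes the hepatocyte rise as an initial recovery. Set against 1 dpci, *cp*, *tfa*, *anxa4* and *tm4sf4* were higher at 3 dpci and passed the same test, and *lgals2b* and *fabp10a* did not pass. Fig. 7D marks *si:dkey-22i16.7* at 7 dpci, where at most 1 count was found per sample. Fig. 7D also marks *thrsp*, which here had a log2 fold change of −1.97 at 7 dpci and an adjusted p of 0.687 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower than every sham sample in 0 of 4 samples.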

Other observations

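The tests of the scaling at 1 dpci, of neighbouring library numbers, of the pairs at 1 dpci, of chance variation of the pancreas list, of the spread between pools, of the leukocyte genes at 1 dpci and of the EMT genes over sham replicate 5 were chosen only after the result was seen.

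More genes fell than rose at 1 dpci with TMM factors, and 19.75% of the called genes fell with column totals, so the direction of the majority depends on the scaling. The mitochondrial entries, whose share of the counts was lower at 1 dpci, do not explain this alone. With them left out of the totals, the median log2 ratio of all genes at 1 dpci went from 0.8409 to 0.5818, and with the 20 entries with the most counts left out it was 0.4614. A broad fall of abundant hepatocyte transcripts, with a rise in share of the rest, is a hypothesis that these data, without added reference RNA, cannot test. The median of the leukocyte genes at 1 dpci changed sign with the scaling. It was −0.3249 with TMM factors and 0.6211 with column totals, which is −0.2178 relative to all genes. Their summed CPM was higher at 1 dpci on both scales, at 2955 to 3721 against 928.9 to 2516 in sham after TMM scaling, and at 4409 to 5075 against 600.8 to 2583 with column totals.

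Sham replicate 5 lay apart from the other sham samples. Genes called against sham replicates 1 to 4 kept a median share of 0.6975 of their difference over sham replicate 5 at 1 dpci, 0.2485 at 3 dpci and 0.06328 at 7 dpci. Each other sham replicate held out kept over 0.5 at 1 and 3 dpci. At 7 dpci 2 of the other 4 did not, and so the test at 7 dpci settles nothing. Fewer counts in sham replicate 5 do not account for the gap in correlation, which was 0.03859 before and 0.03579 after thinning all sham samples to the smallest total. Samples with neighbouring library numbers resembled each other (6 pairs, mean excess correlation 0.02803, permutation p = 0.0297 over 100000 permutations). A split of the samples that sets sham replicates 1 to 4 against sham replicate 5 with the injured livers, as the library series does, gave 79 genes past the adjusted threshold at 3 dpci, against 1 for the real split, and 808 at 1 dpci, against 1203. At 7 dpci that split gave 0 genes, like the real one, and at an unadjusted P of at most 0.05 past the fold change 182 genes were higher and 95 lower in sham replicate 5 with the injured livers than in sham replicates 1 to 4, against 91 higher and 74 lower genes in the real split. Within sham replicates 1 to 4 the library series and the condition cannot be told apart, and only sham replicate 5 can part them. Over it 1415 of the 1565 genes called at 1 dpci kept their direction. A shared series alone would not give this, although the comparison rests on 1 sham sample. A series effect may contribute to the differences from sham at 3 dpci. The EMT list at 3 dpci kept 1.026 of its rise over sham replicate 5, which goes against a series effect on that list, and 0.007871 over sham replicate 4.

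Other splits of the samples were counted, with higher and lower referring in each to the group of 4 samples that takes the place of the injured livers, with the splits that part as many same-numbered pairs given first and the other splits drawn, which part fewer pairs, second. With 16 splits the share cannot fall under 0.05. As many genes higher at 1 dpci were found in 2 of the 16 splits and 2 of the 84 others, as many lower in 1 and 0, and as many past the adjusted threshold in 1 and 0. At 3 dpci the numbers were 2 and 0 for higher genes, 3 and 4 for lower genes, and 2 and 10 for the adjusted threshold. At 7 dpci they were 6 and 39, 10 and 60, and 16 and 84, the last because 0 genes passed in the real split, where 764 had an unadjusted P of at most 0.05. As many genes shared by the 3 time points were found in 8 of 60 splits and 3 of 40 others. As many genes changed between 1 and 7 dpci, and between 1 and 3 dpci, in 1 of 8 splits and 0 of 27 others each. For the lists, compared on the p-value of limma's camera in either direction, the splits at least as strong at 1 dpci were 2 of 16 for TNFα, 3 for TGF-β, 2 for the unfolded protein response, 1 for bile acid, 1 for xenobiotic and 4 for fatty acid metabolism, and 1, 9, 5, 1, 0 and 4 of the 84 others. At 3 dpci they were 5 for G2/M and 2 for EMT, and 25 and 7 of the others.

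The samples at 1 dpci formed 2 pairs. Counting 1 library in both samples of a pair would give a chi-square near its degrees of freedom, and for replicates 1 and 2 the ratio was 10.13, so they are not copies. Few genes passed the adjusted threshold at 3 and 7 dpci. The common dispersion within groups was 0.1433 at 1 dpci, 0.2606 at 3 dpci, 0.3679 at 7 dpci and 0.2873 in sham, and the smaller of the later values was 1.819 times that at 1 dpci. The main fit shares the dispersion of each gene among all groups, so this spread enters the test at 1 dpci too. It therefore does not by itself set the time points apart. A log2 fold change of at least 1.5 in either direction was reached by 1634 genes at 1 dpci, 463 at 3 dpci and 299 at 7 dpci. The samples at 1 dpci summed in 2 pairs gave 534 genes, against 1203, so the pairs, or the smaller number of samples, may account for part of the number at 1 dpci and not for all of it. The spread at 1 dpci is itself taken over these pairs.

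The 17 exocrine pancreas genes varied together between pools, with a mean pairwise correlation of 0.8264, at the 100th percentile of lists matched on expression (their median was 0.03091). The variation of their summed counts in sham exceeded counting error, with a chi-square of 33462.0 times its degrees of freedom, but separate pools exceed counting error in any abundant list, so this value does not bear on the cause. Pancreas tissue carried over with the liver is a candidate explanation for the correlation, and no biological explanation was tested.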
